# Extracellular vesicle-coupled miRNA profiles in follicular fluid of cows with divergent post-calving metabolic status

**DOI:** 10.1038/s41598-019-49029-9

**Published:** 2019-09-06

**Authors:** Tsige Hailay, Michael Hoelker, Mikhael Poirier, Samuel Gebremedhn, Franca Rings, Mohammed Saeed-Zidane, Dessie Salilew-Wondim, Christina Dauben, Ernst Tholen, Christiane Neuhoff, Karl Schellander, Dawit Tesfaye

**Keywords:** Functional genomics, Molecular medicine

## Abstract

Most high-yielding dairy cows enter a state of negative energy balance (NEB) during early lactation. This, in turn, results in changes in the level of various metabolites in the blood and follicular fluid microenvironment which contributes to disturbed fertility. Extracellular vesicles (EVs) are evolutionarily conserved communicasomes that transport cargo of miRNA, proteins and lipids. EV-coupled miRNAs have been reported in follicular fluid. However, the association between postpartum NEB and EV-coupled miRNA signatures in follicular fluid is not yet known. Energy balance analysis in lactating cows shortly after post-calving revealed that the majority of the cows exhibited transiently negative energy balance levels, whereas the remaining cows exhibited either consistently negative or consistently positive energy levels. Metabolic status was associated with EV-coupled miRNA composition in the follicular fluid. Cows experiencing NEB showed reduced expression of a large number of miRNAs while cows with positive energy balances primarily exhibited elevated expression of EV-coupled miRNAs. The miRNAs that were suppressed under NEB were found to be involved in various metabolic pathways. This is the first study to reveal the presence of an association between EV-coupled miRNA in follicular fluid and metabolic stress in dairy cows. The involvement of differentially expressed miRNAs in various pathways associated with follicular growth and oocyte maturation suggest the potential involvement of specific follicular miRNAs in oocyte developmental competence, which may partially explain reduced fertility in cows due to post-calving metabolic stress.

## Introduction

Selection for milk yield in dairy cows in the last 70 years has resulted in a significant increase in milk yield and concomitant reduction in fertility. In modern dairy cows, heifers have calving rates of ~55–60% that reduce to ~35–40% in lactating cows^1^. One of the main causes of reduced fertility rates is postpartum negative energy balance (NEB) during early lactation, a condition in which a cow’s energy demand for maintenance and lactation is higher than its dietary energy intake. Negative energy balance have been documented to have the strongest association with declining fertility^2–5^. During NEB, cows have a shortage of circulating glucose and their body starts to metabolize fat reserves through lipogenesis and/ketogenesis. This leads to an increase of undesired substances in the blood such as non-esterified fatty acids (NEFA) and beta-hydroxybutyrate, which are known to have a negative effect on folliculogenesis^5,6^. This disturbance in blood metabolite levels is then directly reflected onto the follicular fluid microenvironment^7^. As a consequence, in the first few months of the post-calving period, ovarian follicle development occurs in a compromised endogenous metabolic microenvironment^6^ and results in significantly less viable preantral follicles^8^.

Follicular fluid (FF) provides a nurturing microenvironment for the development of oocytes by allowing them access to various nutrients and hormones that are produced from surrounding somatic cells. Follicular fluid is a product of both blood plasma constituents that cross the blood follicular barrier and secretions from granulosa and theca cells^9^. Studies utilizing gas chromatography mass spectrometry to assess FF metabolite levels have reported higher concentrations of NEFA and b-hydroxybutyrate and lower concentrations of glucose, insulin, and Insulin-like growth factor in lactating cows compared to non-lactating cows and heifers^10^. In addition, supplementation of NEFA during *in vitro* oocyte maturation had a negative effect on maturation, fertilization, cleavage, blastocyst rates, and number of late apoptotic cumulus cells^11^. Moreover, environmental factors like heat stress are also known to aggravate the consequences of NEB in high yielding dairy cows by altering biochemical concentrations in the follicular fluid of dominant follicles with profound effects on oocyte and granulosa cell quality^12^. Since oocyte quality is known to determine the number of transferable blastocysts, identification of the best quality oocytes prior to IVF has been the main focus in the field of assisted reproductive technology^9,13^. As such, biochemical reactions like brilliant cresyl blue staining^13^ and morphological parameters are utilized to select oocytes invasively. Therefore, molecules such as DNA, mRNA, miRNAs, lipids, and proteins that are released into follicular fluid from surrounding follicular cells via extracellular vesicles during the cell-to-cell communication could serve as non-invasive molecular markers for oocyte competence.

Extracellular vesicles (EVs) are evolutionarily conserved nano-sized cargo-carrying molecules released from both prokaryotic and eukaryotic cells to deliver signals to target cells^14,15^. Extracellular vesicles have been detected in various biological fluids including nasal mucosal fluid^16^, cerebrospinal fluid^17^, breast milk^18^, saliva^19^, umbilical cord blood^20^, urine^21,22^, amniotic fluid^22^, bovine follicular fluid^23,24^ and semen^25^. Extracellular vesicle is a general term encompassing several different vesicle types, including exosomes, microvesicles, apoptotic vesicles, and, in pathological situations, necrotic debris. They can be released by cells constitutively or in response to specific stimuli or cell stressors^26^. Most studies have primarily concentrated on the content of small nano-sized vesicles: exosomes and ectosomes. Exosomes are formed from internalized endocytic vesicles and are constitutively secreted from the cell^26^ whereas ectosomes are ubiquitous vesicles assembled at and released from the plasma membrane^27^. Extracellular vesicles play a vital role in cell-to-cell communication and carry a huge number of proteins, lipids, mRNA, and microRNAs (miRNAs) that can be delivered to and function in other cells^15^. Thousands of exosome-mediated molecules have been documented, including about 9,769 Proteins, 3,408 mRNAs, 2,838 miRNAs, and 1,116 lipids^28^. In the early stages of the human reproductive process, the ovarian follicle, seminal fluid, endometrium, embryo, and trophoblast cells are all possible sources of EVs that have the potential to locally modulate maternal immune function^26^. Extracellular vesicle-mediated miRNAs have been detected in the follicular fluid of bovine^23^, human^29^, and other species. We and others previously determined that exosomal miRNAs in bovine and human follicular fluid are associated with developmental potential of oocytes^23,29^. Due to extensive cell-to-cell communication in the follicular environment, we postulate that metabolic stress can greatly affect EV-mediated release of molecules and subsequently follicular growth and oocyte maturation. Therefore, the aim of this study was to investigate the association between the expression of EV-coupled miRNAs in bovine follicular fluid and postpartum metabolic stress in Holstein-Friesian cows by comparing metabolically stressed vs non-stressed cows. Furthermore, we aimed to investigate the effect of lactation physiology on the expression of EV-coupled miRNAs in follicular fluid by comparing metabolically non-stressed lactating cows versus heifers.

## Results

### Quantification of blood serum metabolites

In the present study, the energy status of experimental cows and heifers was assessed using blood metabolite analysis. Non-esterified fatty acids (NEFA) and Beta-hydroxybutyrate (β-OHB) were profiled at different time points post-calving. As shown in Fig. 1A, average NEFA concentration for experimental cows decreased from 0.73 ± 0.0.31 mmol/L at week 5 to 0.47 ± 0.032 mmol/L at week 10. Similarly, the concentration of ß-OHB decreased from 0.78 ± 0.33 mmol/L at week 5 to 0.57 ± 0.21 mmol/L at week 10 as shown in Fig. 1B. The average NEFA and ß-OHB concentrations in heifers were ≤0.2 mmol/L and ≤0.5 mmol/L, respectively, as shown in Fig. 1C,D. Moreover, individual variations were observed among the experimental cows and 66% (20/30) transiently exhibited high concentrations of NEFA and ß-OHB, whereas 16% of the cows consistently exhibited high concentration of both metabolites at all time-points of the analysis. Interestingly, 16% of the cows exhibited lower concentrations of NEFA and ß-OHB through-out the early lactation period (weeks 5–10). Cows were considered to be in negative energy balance when NEFA and ß-OHB concentrations in serum were >0.55 mmol/L and >0.65 mmol/L, respectively, as applied previously^30^^,^^31^.

**Figure 1:**
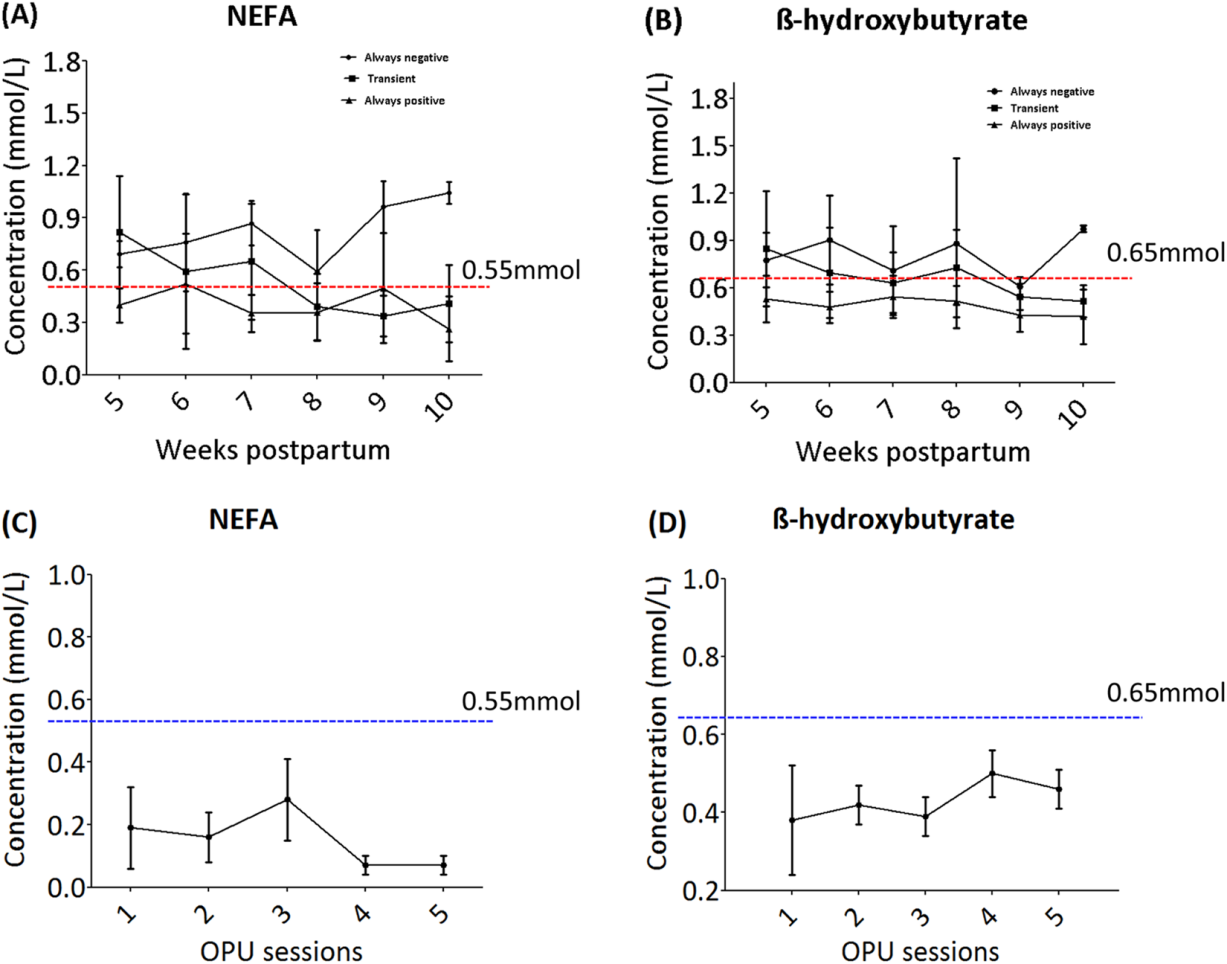
Blood serum metabolite profiles of postpartum cows and heifers. (**A**) The average weekly based concentration of NEFA for different metabolic status of population of postpartum cows early post-calving (weeks 5–10). **(B)** The average weekly based concentration of ß-hydroxybutyrate for different metabolic status of postpartum cows (weeks 5–10). **(C)** The average concentration of NEFAs per OPU session for control heifers. (**D)** The average concentration of ß-hydroxybutyrate per OPU session for heifers. The dashed lines in all graphs indicate the threshold level of metabolites to categorize animals as having negative or positive energy balance. Always negative cows: cows that have high concentration of NEFA and ß-hydroxybutyrate throughout the experimental period weeks 5–10. Transient cows: cows that have high concentration of NEFA and ß-hydroxybutyrate at week 5–6 and reduce to very low level starting from weeks 7–8 until week 10. Always positive cows: cows that have low concentration of NEFA and ß-hydroxybutyrate throughout the experimental period week 5–10.

In addition to metabolic profiles, cow body weight measurements were performed during the experimental period and body weight curves were generated as indicated in Supplementary Fig. S1. Moreover, measurement of energy status of individual cows was performed based on dry matter intake and energy expenditure for milk yield and maintenance. Based on their feed intake and milk yield the energy status of individual cows was calculated as follows. Energy balance (EB) (MJ NEL/d) = Energy intake (EI) − Energy consumption (EC). Individual cow energy balances are available as Supplementary Fig. S2. Based on the combination of metabolic profiles, body weight curves, and energy balances between weeks 5 and 10 post-calving, all experimental cows were categorized into three groups: 1) Always negative cows (ANCs): cows that showed negative energy balance at all times between weeks 5 and 10; 2) Always positive cows (APCs): cows that showed positive energy balance at all times between weeks 5 and 10; 3) Transient cows (TCs): cows which showed negative energy balances at weeks 5–6 and recovered at weeks 9–10 by showing positive energy balance. While 20 out of 30 (66%) of the postpartum cows were ‘transient cows’ (TCs), each ANC and APCs group represents 17% (five out of 30). The distribution of the experimental animals based on the energy status is illustrated in Fig. 2.

**Figure 2:**
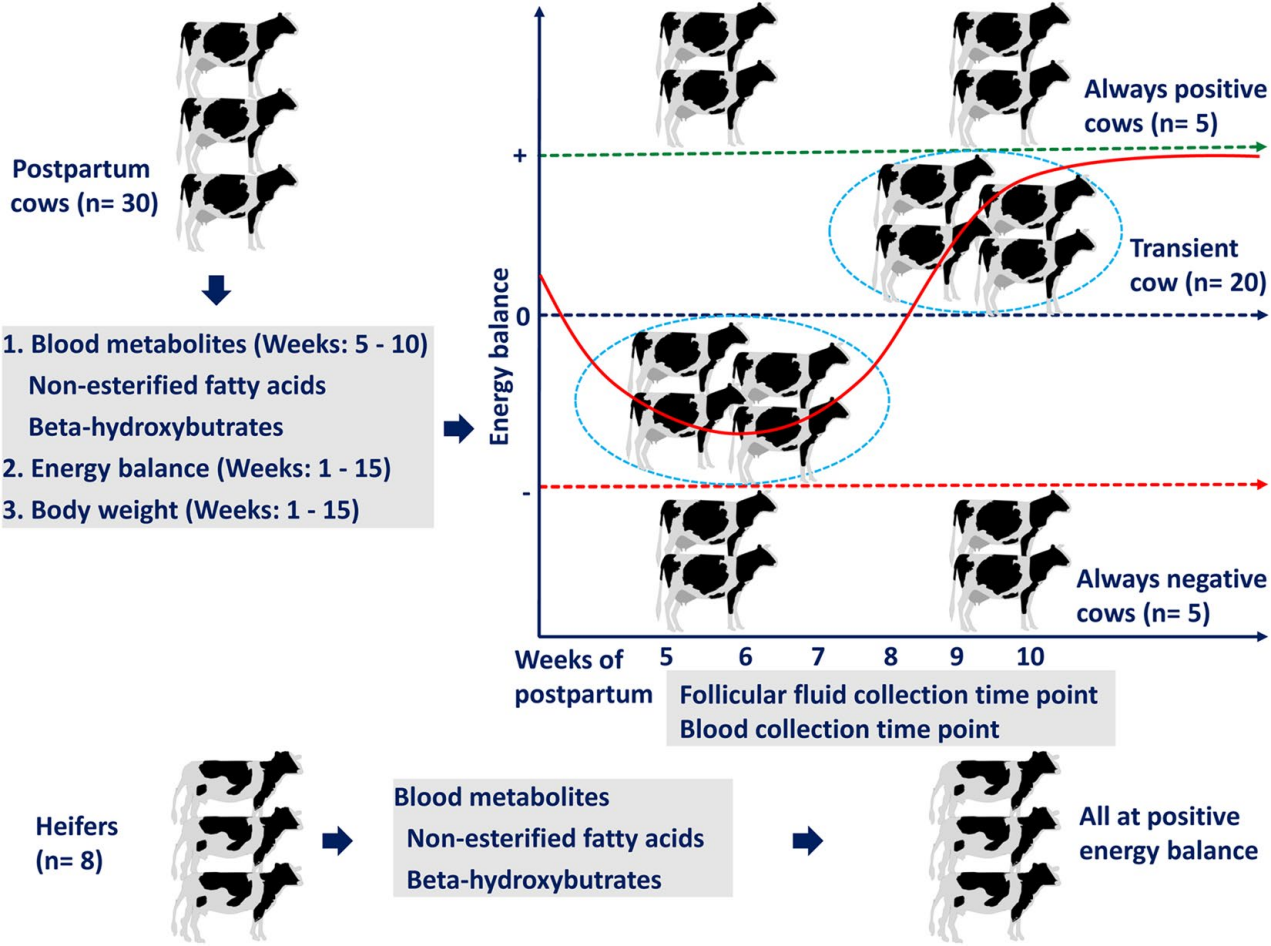
Summary of different categories of cows based on energy status as determined from blood serum metabolites, energy balance, and body weight curve of individual animals. Blood serum metabolites were measured weekly weeks 5 to 10. Individual cow body weight was measured daily (Supplementary Fig. S1). The overall energy balance of individual cows was measured based on their dry matter intake on a daily basis (Supplementary Fig. S2).

### Characterization of extracellular vesicles and isolated RNAs

Following isolation of EVs by ultra-centrifugation, morphological characterization of EVs was done using transmission electron microscope as shown in Fig. 3A. Furthermore, the concentration and the size distribution of extracellular vesicles isolated from follicular fluid of cows with different statuses were quantified using a nanoparticle tracking system. The size of follicular fluid EVs was found to be within the range of 124.8 ± 2.4 to 147.1 ± 5.6 nm in diameter as shown in Fig. 3B. The concentration of particles recovered from follicular fluid was between 4.43e + 008 ± 1.13e + 008 and 2.39e + 009 ± 5.01e + 007 particles/ml. The specificity of EVs isolated from follicular fluid from each experimental group was evidenced by detection of EV protein markers, namely CD63 and Alix, using protein specific antibodies as indicated in Fig. 3C. Extracellular vesicle’s RNA quality assessment showed the absence of 18 s and 28 s bands, which indicate the absence of cellular RNA contamination (Fig. 3D). The purity of total RNA isolated from EVs was determined using Nanodrop and a 260/280 ratio of 1.25–1.55 was obtained as shown in Supplementary Table S1. Moreover, the measurements of 260/230 ratio were found to be below 0.5 for all samples.

**Figure 3:**
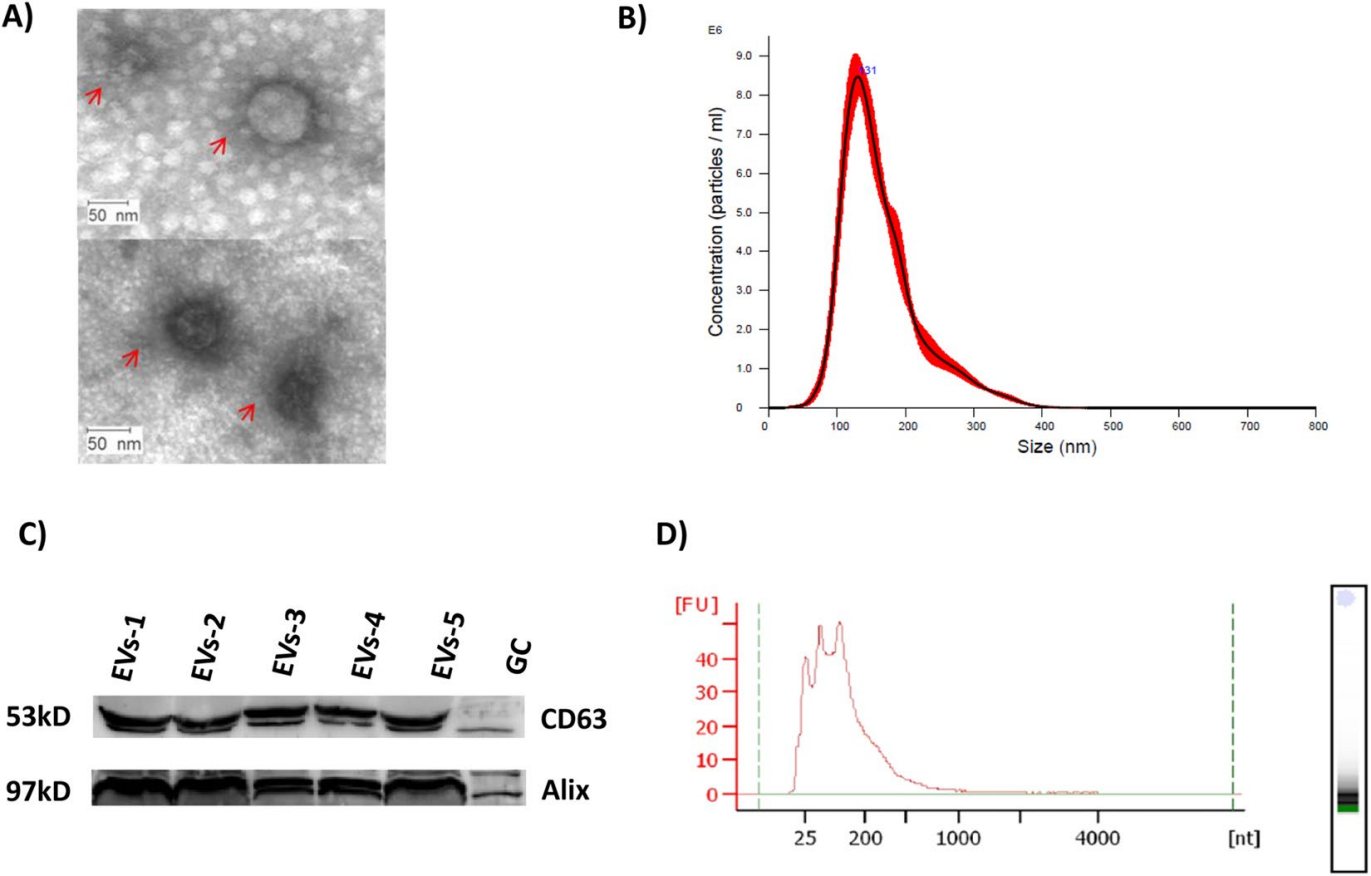
Morphological and molecular characterization of EVs recovered from follicular fluid. (**A**) Electron microscope image of EVs. The red arrow shows the EVs morphology. (**B**) A representative nanoparticle tracking analysis of EVs. (**C**) Detection EV protein markers. The numbers represent different sources EVs 1: EVs of TCs (weeks 5–6; n = 11), 2: EVs of TCs (weeks 9–10; n = 7), 3: EVs of ANCs (n = 2), 4: EVs of APCs (n = 2), 5: EVs of heifers (n = 8) and GS: Granulosa cells and the full image indicated in Supplementary Fig. S3. (**D**) A representative electrophorogram image of EVs RNA quality analysis using Agilent bioanalyser.

### Sequence quality and mapping of RNAseq data from different small RNA samples

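Small RNA of extracellular vesicles (EVs), the membrane-bound particles that cells release, was sequenced from 13 pools of follicular fluid, with 1 library per pool. The TCs were sampled as 3 pools at weeks 5 and 6 post-calving, from 11 cows, and as 3 pools at weeks 9 and 10, from 7 cows. The ANCs and the APCs were each sampled as 2 pools at weeks 5 and 6, from 2 cows per group, and the heifers as 3 pools from 8 animals. The pools are the replicates in all values given here. The paper calls them biological replicates and does not state how the animals were divided among the pools of a group. It also does not state whether the same TCs were sampled at both times, which were compared as separate groups. The authors trimmed the adaptors, mapped the reads to the bovine genome with Bowtie2, annotated them against the mature bovine miRNAs of miRBase and normalized them with the trimmed mean of M-values (TMM) method. The deposited values are TMM-normalized CPM, the counts of a library scaled to a common total, and the replicates of a group list the same miRNAs. There were 285 miRNAs listed for TCs at weeks 5 and 6, 282 for TCs at weeks 9 and 10, 273 for ANCs, 273 for APCs and 296 for heifers, with 262 in every list and 311 in any. A miRNA not listed for a group was treated as unknown in that group, not as 0. The groups had been scaled in different comparisons: the means of ANCs and APCs equal those of Supplementary Table S2 for all 273 miRNAs, and the means of heifers equal those of Supplementary Table S3 for all 296, whereas the means of ANCs in Supplementary Table S3 are 1.192 times the deposited ones (median ratio). For each comparison, the reads behind the values were therefore recovered and the 2 groups were scaled together with TMM over the miRNAs listed for both. Low miRNAs were removed with edgeR's filterByExpr function, and the groups were compared with limma on log2(CPM + 5), where 5 CPM is the pseudocount. A log2 fold change on this scale understates the change of a low miRNA. A miRNA was called DE with the thresholds of the paper's methods, namely an absolute log2 fold change of at least 1, a p-value under 0.05 and a Benjamini-Hochberg adjusted p-value of at most 0.25. Replicates 1 had their RNA measured on one day and replicates 2 and 3 on the next according to Supplementary Table S1, which does not list replicate 2 of the APCs.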

Next generation sequencing was performed using the Illumina-based NextSeq. 500 instrument with an average number of 12 Million reads per sample for which 75 nucleotide single-end reads were retained. Quality control of the sequenced data was performed before and after mapping for all biological replicates. Sequenced raw data for all replicates had a Q-score above 30 (<1 incorrect base call 1 every 1000 bases). Following this, mapping of the sequencing data was performed against the reference sequence. 

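Within each library, the deposited values were whole multiples of the value of 1 read, which lay between 2.636 and 6.318 CPM, and 3678 of the 3681 values gave a whole number of reads. The recovered reads on listed miRNAs were 290029, 355883 and 363025 in replicates 1, 2 and 3 of the TCs at weeks 5 and 6, and 358121, 284181 and 316222 at weeks 9 and 10. They were 222091 and 145030 in the ANCs, 327359 and 421435 in the APCs, and 183575, 379970 and 346845 in the heifers. The median over the 13 libraries was 327359 with a ratio of 2.91 between the deepest and the shallowest library. The paper's reported averages of 12 M and 6.7 M reads per sample count sequencing reads, and the values given here rest on the reads assigned to the listed miRNAs, 0.307 M on average. The smallest abundance that the depth can show, taken as 3 reads, lay between 7.1 and 20.7 CPM, with the highest floor in replicate 2 of the ANCs. These floors cover counting error only, since amplified reads are not independent molecules. The 10 most abundant miRNAs held between 46.0% and 54.4% of the reads of a library.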

Sequencing of EV-coupled small RNAs generated an average 6.7 million reads per sample and the average genome mapping rate was 37.7%. The raw sequencing reads and the processed data have been deposited in NCBI’s Gene Expression Omnibus with GEO accession number GSE129367.

### Global detection of EVs mediated miRNAs and small RNAs in follicular fluid of different metabolic status cows

Sequencing results showed that a total of 356 known miRNAs were detected across all analyzed samples, 255 of which were commonly detected in all experimental groups as shown in Fig. 4. However, some miRNAs were uniquely detected in specific experimental groups and the highest numbers of unique miRNAs were detected in APC samples. 

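Detection was counted on the recovered reads of TCs, ANCs, APCs (all at weeks 5 and 6) and heifers, and a miRNA was detected in a group when each of its replicates had at least 1 read. Of 309 miRNAs listed for any of the 4 groups, 302 were detected in at least 1 group. Of 265 miRNAs listed for all 4 groups, 249 were detected in all of them. The other 16 were missed in a replicate of at least 1 group, and 11 of these were missed in a single group, which was the ANCs for 7, the APCs for 2, the TCs for 1 and the heifers for 1. The ANCs had the fewest reads and the fewest detected miRNAs, 259, against 276 in TCs, 269 in APCs and 288 in heifers. These numbers are limited by the lists, which held 273 miRNAs for ANCs and for APCs, 285 for TCs and 296 for heifers. Of the listed miRNAs, 14 were missed in ANCs, 9 in TCs, 4 in APCs and 8 in heifers. The requirement of at least 5 reads in every replicate moved the total and the number in all 4 groups most. It gave 251 miRNAs in total and 189 in all 4 groups. With every library thinned at random to the 145030 reads of the smallest one, a mean over 100 draws of 290.74 miRNAs were detected in total and 226.66 in all 4 groups.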

APC samples had 18 unique miRNAs, including bta-miR-2400, bta-miR-181c, bta-miR-2284k, bta-miR-2285n, bta-miR-2285j, bta-miR-2284ac, bta-miR-2285v, bta-miR-330, bta-miR-2436-5p, bta-miR-2284v, bta-miR-33a, bta-miR-124b, bta-miR-2382-3p, bta-miR-135a, bta-miR-2285ab, bta-miR-665, bta-miR-153 and bta-miR-2426. Moreover, eight, seven and four unique miRNAs were detected in ANCs, TCs, and heifers, respectively.

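Of these 18 miRNAs, 2 were among the miRNAs listed for APCs, and both had reads in each of the 2 APC replicates. bta-miR-2284v had 3 and 6 reads in replicates 1 and 2 of the APCs, 0 and 2 in the ANCs, 0, 2 and 4 in replicates 1, 2 and 3 of the TCs at weeks 5 and 6, and 2, 0 and 1 in the heifers. It was the 1 miRNA that was listed for all 4 groups and met the detection criterion in APCs alone. bta-miR-135a had 5 reads in each APC replicate and 1 and 0 in the ANCs. It was not listed for the TCs or the heifers, so its reads there could not be recovered. For heifers, the paper's Table 2 gives it a mean normalized count, which is lower than in APCs. A miRNA with 3 reads in a library lies at the smallest abundance that the depth can show, so an absence of either miRNA from another group cannot be shown at this depth. 3 further miRNAs were listed for other groups. bta-miR-181c had 3, 10 and 0 reads in the TCs at weeks 5 and 6, bta-miR-33a had 0, 6 and 5 in the heifers and 3, 3 and 7 in the TCs at weeks 9 and 10, and bta-miR-2426 had 0, 4 and 4 in the heifers. The remaining 13 were listed for none of the 5 groups and were not analysed here. The bta-miR-2284 and bta-miR-2285 families have many near-identical members, among which the authors' annotation could have split the reads.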

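With a miRNA that is not listed for a group left as unknown, 0 miRNAs were detected in ANCs alone, 0 in TCs alone and 0 in heifers alone. Fig. 4 names 8 miRNAs for ANCs, 7 for TCs and 4 for heifers. Of the 8 named for ANCs, none was listed for ANCs, and bta-miR-30b-3p was listed for the TCs at weeks 5 and 6 with 1, 0 and 4 reads. Of the 7 named for TCs, none was listed for TCs, and bta-miR-2474 was listed for the heifers with 2, 4 and 0 reads. Of the 4 named for heifers, bta-miR-383 was listed for heifers and had 2, 6 and 5 reads in replicates 1, 2 and 3. The other 7, 6 and 3 miRNAs were listed for no group and were not analysed here. With unlisted miRNAs counted as not detected, a choice made after seeing the values, 5 miRNAs were detected in TCs alone, 2 in APCs alone, 18 in heifers alone and 0 in ANCs alone. These numbers cannot rank the groups, because ANCs and APCs share the same list and the other groups have different ones.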

**Figure 4:**
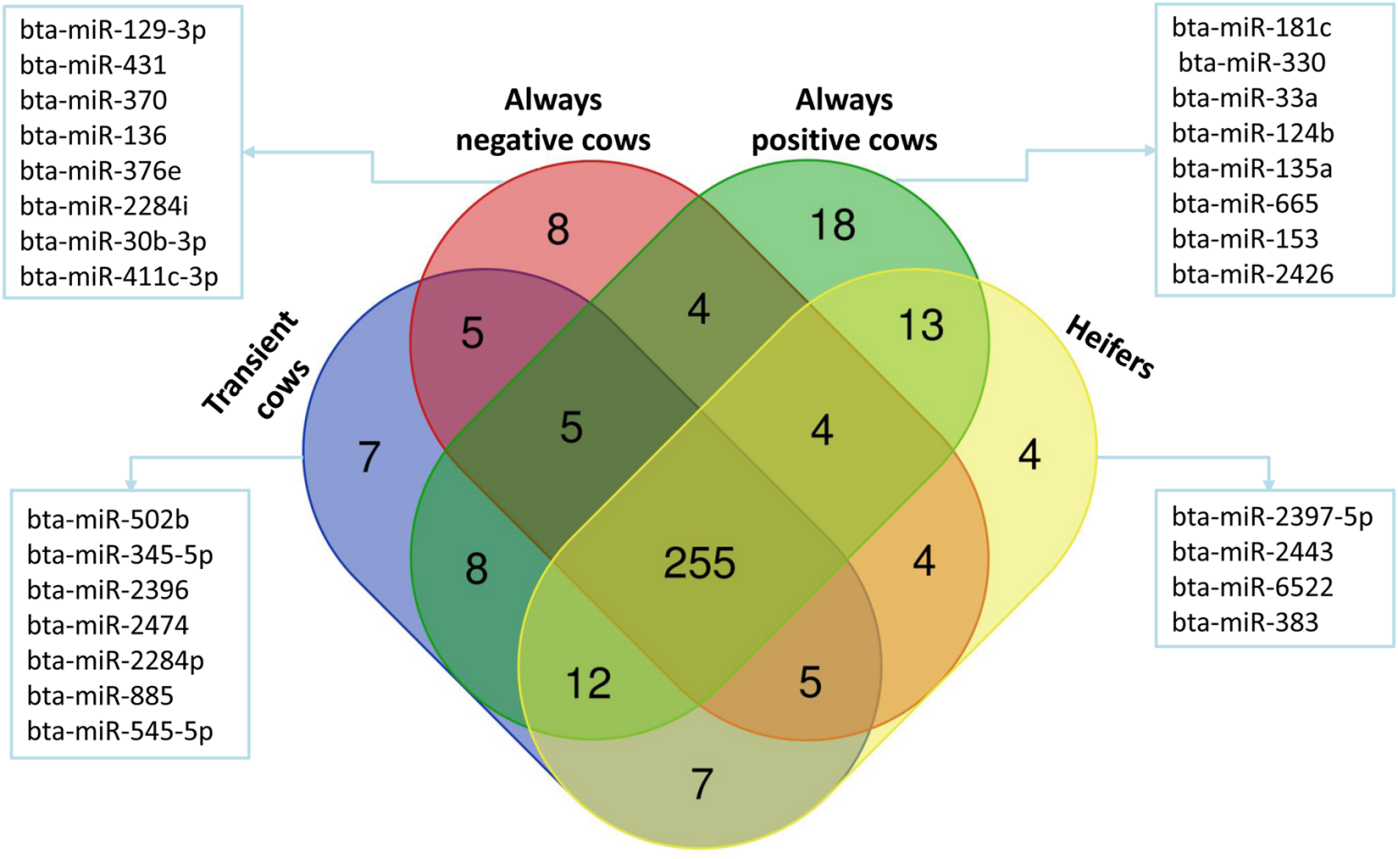
Venn diagram showing unique and shared detection of miRNAs in TCs, ANCs, APCs and heifers. For a miRNA to be considered as detected, we use a read count of at least 1 and above throughout all biological replicates.

### Hierarchical clustering of EV-coupled miRNA in cows of different metabolic status

Differential expression analysis of miRNAs recovered from follicular fluid of cows in different metabolic status revealed that cows with different metabolic statuses exhibited different miRNA expression profiles. Pairwise comparisons between APCs, ANCs, and TCs and control heifers determined that the differentially expressed (DE) miRNA profiles of TCs and APCs were relatively similar whereas ANCs exhibited a more distinct DE miRNA profile (Fig. 5). 

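The profile of each group at weeks 5 and 6 was taken as the difference of its mean log2 CPM (prior count 2) from that of the heifers, over 243 miRNAs listed for all groups that passed the filter. Pearson's r between the profiles was 0.774 for TCs and APCs, 0.651 for ANCs and TCs, and 0.551 for ANCs and APCs (Spearman's rho 0.773, 0.631 and 0.56). These correlations are across miRNAs, which are not independent replicates. Between single libraries of different groups, r ranged from 0.106 to 0.714 over the 6 pairs of TC and APC libraries, from 0.217 to 0.684 over the 6 pairs of ANC and TC libraries, and from 0.287 to 0.553 over the 4 pairs of ANC and APC libraries. Within a group, r was 0.175 to 0.718 among the 3 TC libraries, 0.615 between the ANC libraries and 0.444 between the APC libraries. With each pool left out in turn, the correlation was highest for TCs and APCs except without replicate 2 of the APCs, where it was 0.5 for TCs and APCs and 0.649 for ANCs and TCs. ANCs and APCs had the lowest one except without replicate 3 of the TCs, where it was 0.551 against 0.532 for ANCs and TCs. Over the 68 miRNAs called DE against heifers in any of the 3 cow groups, a choice made after seeing the values, r was highest for ANCs and TCs, at 0.862, with 0.834 for TCs and APCs and 0.719 for ANCs and APCs. The 3 profiles subtract the same heifer libraries, which raises each correlation. With a different heifer library subtracted from each group, the mean r over 6 assignments was 0.465 for TCs and APCs, 0.38 for ANCs and TCs, and 0.344 for ANCs and APCs. With the mean of the 3 cow groups as the reference in place of heifers, r changed sign and was -0.134 for TCs and APCs, -0.531 for ANCs and TCs, and -0.768 for ANCs and APCs, where profiles that sum to 0 are negatively correlated on average.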

Namely, most of the DE miRNAs were downregulated in ANCs while a large proportion of the TCs and APCs DE miRNAs exhibited induced expression compared to control heifers.

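Of the miRNAs called DE against heifers, 34.1% were upregulated and 65.9% downregulated in ANCs, and 75.9% were upregulated and 24.1% downregulated in APCs. In TCs at weeks 5 and 6, 15 of 230 tested miRNAs were called DE against heifers, of which 6 (40%) were upregulated and 9 (60%) downregulated. The lowest adjusted p-value from limma with Benjamini-Hochberg adjustment in this comparison was 0.1485, and 42 miRNAs had an unadjusted p-value under 0.05. The called miRNAs with the largest increases in TCs were bta-miR-130a, with a log2 fold change of 2.07 (standard error 0.63), bta-miR-6518 with 1.49 (standard error 0.49) and bta-miR-375 with 1.26 (standard error 0.42), each with an adjusted p-value of 0.2404 from limma. The largest decreases were those of bta-miR-708, with a log2 fold change of -2.05 (standard error 0.65, adjusted p = 0.2404), bta-miR-223 with -1.76 (standard error 0.36, adjusted p = 0.1485) and bta-miR-183 with -1.70 (standard error 0.56, adjusted p = 0.2404). All 15 had separate values in the 2 groups, for which 0.1 is the smallest p-value that an exact two-sided permutation test of 3 pools against 3 allows. A block for the replicate number gave 34 calls in TCs (19 upregulated and 15 downregulated), and the deviations of same-numbered TC and heifer pools from their group means correlated at 0.311 across miRNAs. DESeq2 on the recovered reads also called more miRNAs upregulated than downregulated in TCs. Leaving out each pool in turn gave between 0 and 45 calls. With the day of RNA measurement as a covariate, 0 were called in TCs, and 29 had an unadjusted p-value under 0.05, with the same fold changes, since each group had 1 pool on the earlier day and 2 on the later. Over the 68 miRNAs called in any of the 3 cow groups, 29 were higher than in heifers and 39 lower in ANCs, 33 higher and 35 lower in APCs, and 34 higher and 34 lower in TCs. The scaling, which was TMM here, left the median log2 fold change at -0.01 in ANCs, 0.04 in APCs and 0.01 in TCs. With total counts in place of TMM, the median of all miRNAs moved to -0.08 in ANCs, -0.54 in APCs and -0.24 in TCs, and the calls became 11 upregulated and 32 downregulated in ANCs, 14 upregulated and 47 downregulated in APCs and 4 upregulated and 22 downregulated in TCs.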

**Figure 5:**
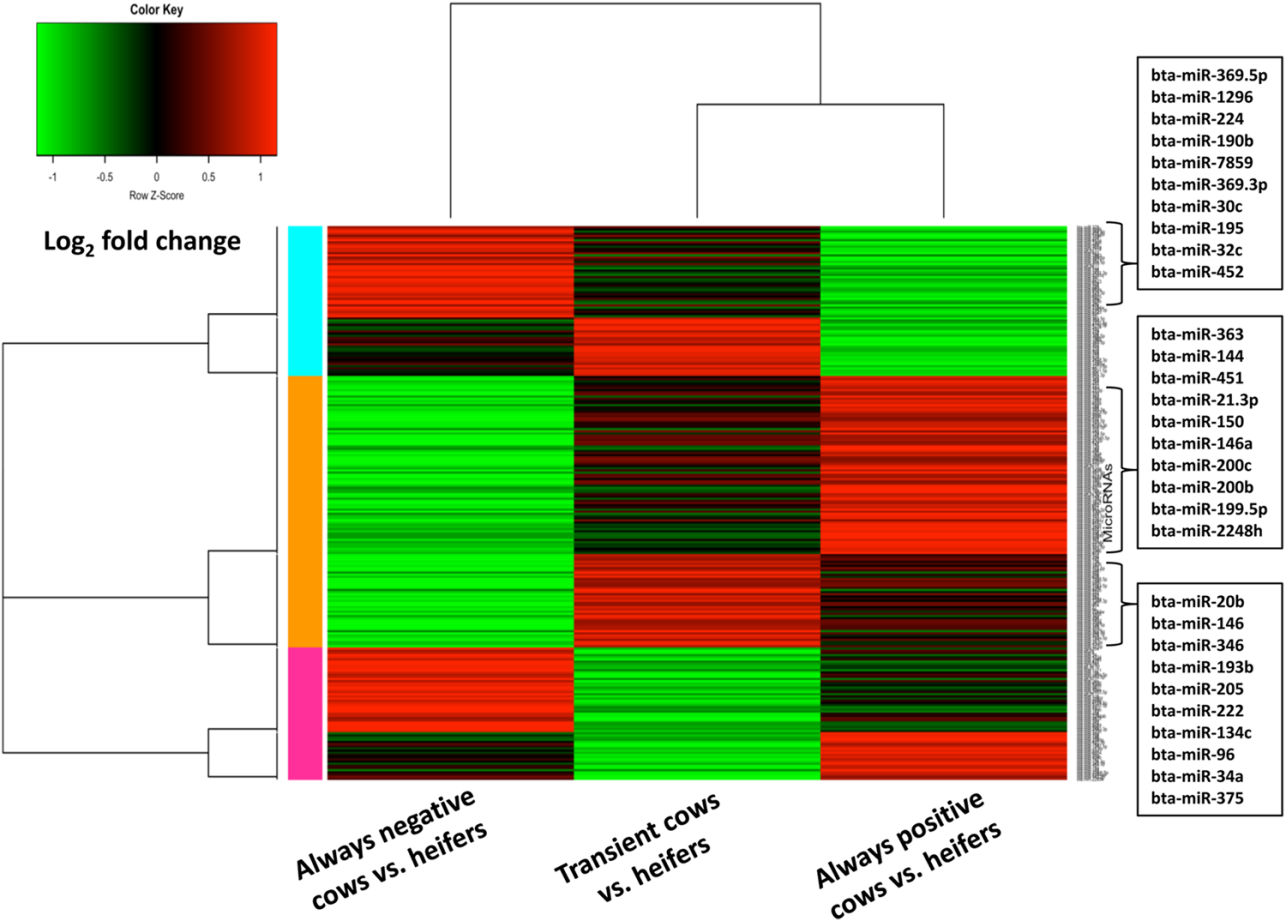
Heat map of differentially expressed EV miRNAs in follicular fluid of cows of different metabolic status at weeks 5 and 6 compared to heifers. The log_2_ fold change of each miRNA in different pairwise comparisons were used to create the heat map using R-studio package.

In order to identify miRNAs differentially abundant in EVs derived from cows which consistently exhibited negative or positive energy status, the miRNA expression profiles of ANCs and APCs were compared in a pairwise fashion. Interestingly, all five differentially expressed miRNAs were downregulated in cows that persistently remained in metabolic stress condition compared to cows always in positive energy status (Fig. 6). 

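Between ANCs and APCs, 0 of 207 tested miRNAs were called DE, and 16 had an unadjusted p-value under 0.05 (lowest adjusted p-value 0.534, limma with Benjamini-Hochberg adjustment). The 5 miRNAs of Fig. 6 were lower in ANCs. bta-miR-451 was 16.0 ± 22.7 CPM in ANCs and 428 ± 425 in APCs (SD, n = 2 pools each), a log2 fold change of -4.52 (standard error 1.24, adjusted p = 0.534 from limma). This miRNA had 0 and 5 reads in the ANC replicates and 224 and 43 in the APC replicates. bta-miR-486 was 591.7 ± 668 CPM in ANCs and 4760 ± 4216 in APCs, a log2 fold change of -3.35 (standard error 1.20, adjusted p = 0.534). bta-miR-874 was 41.5 ± 22.9 CPM in ANCs and 209 ± 66.2 in APCs, a log2 fold change of -2.26 (standard error 0.59, adjusted p = 0.534). bta-miR-132 was 78.7 ± 11.6 CPM in ANCs and 2351 ± 3207 in APCs, a log2 fold change of -2.94 (standard error 1.77, adjusted p = 0.576), and replicate 1 of the APCs had 4618 CPM while replicate 2 had 83.4, within the ANC range of 70.5 to 87.0 CPM. bta-miR-2285z, a member of a family with near-identical copies, had 0 reads in both ANC replicates and 9 and 11 in the APC replicates, which is below the filter, and its log2 fold change without a test was -2.85. With each pool left out in turn, the log2 fold change ranged from -5.95 to -3.04 for bta-miR-451, from -4.94 to -1.77 for bta-miR-486, from -2.82 to -1.71 for bta-miR-874 and from -5.80 to -0.09 for bta-miR-132. The smallest p-value that an exact two-sided permutation test of 2 pools against 2 allows is 0.333, which was reached for these miRNAs except bta-miR-132 (exact permutation p = 0.667). DESeq2 on the recovered reads moved this comparison most, with 6 miRNAs called, all lower in ANCs and including bta-miR-451, bta-miR-132, bta-miR-486 and bta-miR-874. With a replicate block, 0 miRNAs were called and 30 had an unadjusted p-value under 0.05, and the deviations of same-numbered pools from their group means correlated at 0.255 across miRNAs.

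**Figure D1:**
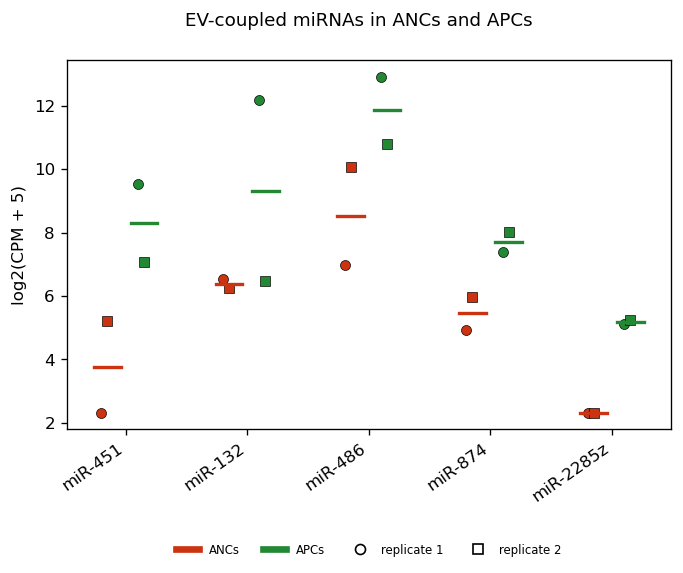
Abundance of the 5 miRNAs in ANCs (red) and APCs (green), with log2(CPM + 5) on the vertical axis and the miRNAs on the horizontal axis; points are pools, with circles for replicate 1 and squares for replicate 2, and bars are group means. The points of bta-miR-132 in ANCs and in replicate 2 of the APCs lie at similar heights, and the other 4 miRNAs have separate points in the 2 groups.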

Target prediction of those downregulated miRNAs revealed their involvement in various pathways associated with ovarian function including apoptosis, hippo signaling, TGF-beta signaling, lysine degradation, cell cycle, FoxO signaling, mTOR signaling and others (Fig. 6).

**Figure 6:**
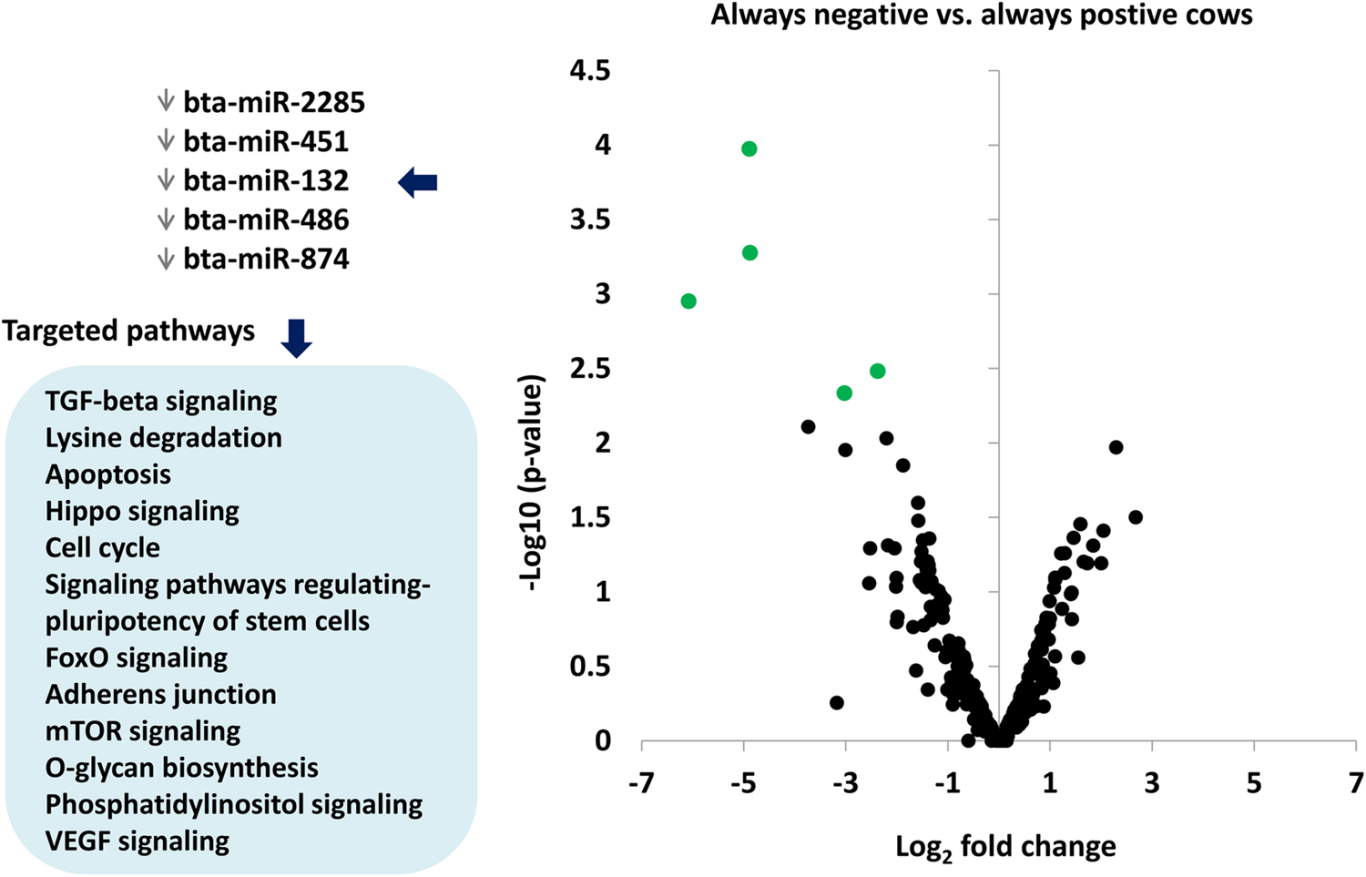
Volcano plot of differentially expressed EV-coupled miRNAs in follicular fluid of ANCs compared to APCs and the enriched pathways targeted by downregulated miRNAs. Downward arrows indicate downregulation in expression in ANCs compared to APCs (Details of raw read count and FDRs are presented in Supplementary Table S2).

Furthermore, pairwise comparison of the miRNA expression profiles of ANCs to metabolically unstressed heifers showed differential expression of 37 miRNAs, of which 25 miRNAs were downregulated and only 12 miRNAs were upregulated (Table 1). Moreover, target prediction and subsequent pathway analysis for downregulated miRNAs revealed pathways involved in different metabolic processes and oocyte follicular growth, including insulin signaling, estrogen signaling, MAPK signaling, vitamin B6 metabolism, fatty acid biosynthesis, fatty acid metabolism, fatty acid elongation, progesterone-mediated oocyte maturation and others as indicated in the Supplementary Fig. S4. This may indicate that impaired folliculogenesis due to metabolic stress in lactating cows could be associated with disturbed miRNA expression in follicular cells, which is reflected in the level of EV-coupled miRNAs released into the follicular fluid. Moreover, miRNA gene network analysis revealed the involvement of candidate miRNAs and their target genes in the interaction network as indicated in Supplementary Fig. S5.

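Between ANCs and heifers, 41 of 215 tested miRNAs were called DE, with 14 upregulated and 27 downregulated in ANCs. The values of 40 of the 41 did not overlap between the 2 ANC and the 3 heifer pools. At this size, 0.1 is the smallest p-value an exact two-sided permutation test allows. Of the 37 miRNAs of Table 1, 34 were listed for both groups, of which 2 were below the filter and 32 were tested, and all 32 were called in the direction of the table, with log2 fold changes between -4.82 and 1.65. The remaining 3 were not listed for both groups and were not analysed here. The lowest adjusted p-value was 0.0454, and 11 miRNAs had one under 0.05 (limma with Benjamini-Hochberg adjustment). bta-miR-451 was 19.0 ± 26.9 CPM in ANCs (SD, n = 2 pools) and 230 ± 133 in heifers (SD, n = 3 pools), a log2 fold change of -3.86 (standard error 0.85, adjusted p = 0.0468 from limma). bta-miR-132 was 93.5 ± 14.0 CPM in ANCs and 2669 ± 3565 in heifers, a log2 fold change of -3.62 (standard error 1.04, adjusted p = 0.0874), with 6765 CPM in replicate 3 of the heifers. Among upregulated miRNAs, bta-miR-424-5p was 2011 ± 295 CPM in ANCs and 654 ± 195 in heifers, a log2 fold change of 1.65 (standard error 0.39, adjusted p = 0.0468). bta-miR-1306 was 395 ± 118 CPM in ANCs and 140 ± 57.6 in heifers, a log2 fold change of 1.53 (standard error 0.49, adjusted p = 0.105). With one heifer pool left out in turn, between 17 and 62 miRNAs were called. With the replicate number as a block, 64 were called (28 upregulated and 36 downregulated), and the deviations of same-numbered pools correlated at 0.04 across miRNAs. Replicate 3 of the heifers has no ANC partner in that block and drops out of the contrast. With the day of RNA measurement as a covariate, 44 were called, 17 upregulated and 27 downregulated. From the suppression of most DE miRNAs in ANCs, the paper proposes that metabolic stress impairs the release of EV-coupled miRNAs into the extracellular space.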

**Table 1:** List of differentially expressed EV-coupled miRNAs in follicular fluid of ANCs versus heifers.

MiRNA name	Normalized TMM read counts		Log_2_ Fold change	p value	MiRNA name	Normalized TMM read counts		Log_2_ Fold change	p value
	Always negative	Heifers				Always negative	Heifers		
bta-miR-20b	0	21.23	−5.57	0.0037	bta-miR-708	30.51	93.28	−1.62	0.0226
bta-miR-363	0	18.68	−5.34	0.0059	bta-miR-200c	924.02	2805.82	−1.61	0.0011
bta-miR-132	93.73	2719.73	−4.85	0.0001	bta-miR-200b	1370.16	4067.04	−1.57	0.0016
bta-miR-184	174.65	2454.35	−3.84	0.0005	bta-miR-432	279.09	738.26	−1.43	0.0202
bta-miR-451	20.05	228.61	−3.77	0.0001	bta-miR-182	240.47	598.4	−1.31	0.0095
bta-miR-223	125.45	875.5	−2.84	0.0000	bta-miR-191	7774.03	17291.16	−1.15	0.0181
bta-miR-18a	14.1	76.19	−2.66	0.0035	bta-miR-125a	11060.62	5530.14	1.00	0.0252
bta-miR-122	1924.24	12098.39	−2.66	0.0036	bta-miR-26a	14872.37	7174.03	1.05	0.0204
bta-miR-147	10.09	56.61	−2.65	0.0069	bta-miR-423-5p	62976.07	30282.96	1.06	0.0194
bta-miR-21-3p	6.08	37.25	−2.59	0.0291	bta-miR-450b	1624.61	776.18	1.07	0.0142
bta-miR-150	181.84	914.97	−2.37	0.0002	bta-miR-328	455.07	215.61	1.08	0.0209
bta-miR-146a	86.91	376.36	−2.18	0.0014	bta-miR-92a	60915.34	27486.24	1.15	0.0145
bta-miR-138	6.2	38.39	−2.17	0.0121	bta-miR-92b	6096.23	2558.5	1.25	0.0254
bta-miR-193b	4.13	26.48	−2.15	0.0242	bta-miR-6520	117.92	46.65	1.30	0.0288
bta-miR-155	325.07	1375.11	−2.09	0.0006	bta-miR-542-5p	388.66	151.21	1.35	0.0060
bta-miR-142-5p	583.69	2285.45	−1.98	0.0016	bta-miR-1306	393.91	139.79	1.51	0.0056
bta-miR-205	1000.1	3541.22	−1.83	0.0079	bta-miR-424-5p	2015.21	654.03	1.62	0.0006
bta-miR-183	176.76	619.32	−1.82	0.0049	bta-miR-6518	71.36	21.97	1.70	0.0140
bta-miR-206	30.76	109.02	−1.70	0.0151					

Extended list of miRNAs with the corresponding raw read count and FDRs are presented in Supplementary Table S3.

### EV-coupled miRNAs as predictors of transition from negative energy to positive energy status during early lactation

The follicular fluid EV-coupled miRNA profiles of ANCs and TCs at weeks 5 & 6 was compared to determine candidate miRNAs that may be indicators for the transition to positive energy balance in the later stages of lactation (weeks 9 and 10). In this comparison, miRNAs (i.e., bta-miR-34b, bta-miR-34c, bta-miR-449a, and bta-miR-132) were downregulated in ANCs compared to TCs, which have recovered from their metabolic stress at weeks 9 & 10. 

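Between ANCs and TCs at weeks 5 and 6, 0 of 225 tested miRNAs were called DE, and 18 had an unadjusted p-value under 0.05 (lowest adjusted p-value 0.402, limma with Benjamini-Hochberg adjustment). bta-miR-34c was 44.5 ± 33.7 CPM in ANCs (SD, n = 2 pools) and 2653 ± 4468 in TCs (SD, n = 3 pools), a log2 fold change of -3.07 (standard error 1.96, adjusted p = 0.602 from limma). The TC mean rested on replicate 2, which had 7813 CPM against 78.7 and 68.5 in replicates 1 and 3. bta-miR-449a was 13.8 ± 19.5 CPM in ANCs and 578 ± 888 in TCs, a log2 fold change of -3.93 (standard error 1.53, adjusted p = 0.506), and the same TC pool had 1604 CPM against 85.5 and 45.7 in the other pools. bta-miR-132 was 83.4 ± 10.9 CPM in ANCs and 537 ± 517 in TCs, a log2 fold change of -2.20 (standard error 0.74, adjusted p = 0.483), with 1132 CPM in replicate 3 of the TCs. bta-miR-34b was not listed for ANCs, so no fold change was computed, and it had 3, 169 and 1 reads in the TC replicates. The reads of bta-miR-34b and bta-miR-34c, which are closely related in sequence, could have been split by the authors' annotation. With each pool left out in turn, the log2 fold change ranged from -4.22 to -0.86 for bta-miR-34c, from -5.28 to -2.41 for bta-miR-449a and from -2.68 to -1.45 for bta-miR-132. In exact two-sided permutation tests of 2 pools against 3, p was 0.4 for bta-miR-34c and 0.2 for the other 2 miRNAs, where 0.1 is the smallest p-value the design allows. Pairing by replicate number, as a block, gave 0 called miRNAs and 15 that had an unadjusted p-value under 0.05, with a correlation of same-numbered pools of -0.087. Replicate 3 of the TCs has no ANC partner in that block and drops out of the contrast.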

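Between TCs at weeks 9 and 10 and TCs at weeks 5 and 6, 0 of 224 tested miRNAs were called DE. An unadjusted p-value under 0.05 was found for 13 (lowest adjusted p-value 0.525, limma with Benjamini-Hochberg adjustment). Across fits that each left out a pool, the count went from 0 to 27, and 27 came without replicate 2 of weeks 5 and 6. In that fit, bta-miR-451 and bta-miR-592 were called, with log2 fold changes of 1.97 and 1.73. bta-miR-34c was 167 ± 98.9 CPM at weeks 9 and 10 and 2633 ± 4433 at weeks 5 and 6 (SD, n = 3 pools each), a log2 fold change of -1.24 (standard error 1.57, adjusted p = 0.755 from limma), and it was 0.97 without replicate 2 of weeks 5 and 6. bta-miR-449a was 56.1 ± 41.8 CPM at weeks 9 and 10 and 574 ± 881 at weeks 5 and 6, a log2 fold change of -2.08 (standard error 1.26, adjusted p = 0.582). Both means at weeks 5 and 6 rested on replicate 2. bta-miR-34b was listed for TCs at weeks 5 and 6 and not at weeks 9 and 10, so no fold change was computed. bta-miR-451 was 360 ± 259 CPM at weeks 9 and 10 and 76.0 ± 53.5 at weeks 5 and 6, a log2 fold change of 2.11 (standard error 0.66, adjusted p = 0.525). bta-miR-592 was 115 ± 24.7 CPM at weeks 9 and 10 and 32.3 ± 7.78 at weeks 5 and 6, a log2 fold change of 1.69 (standard error 0.44, adjusted p = 0.525), on 7 to 12 reads per pool at weeks 5 and 6. The pools of the 2 times had separate values for bta-miR-451 and bta-miR-592 (exact two-sided permutation p = 0.1, the smallest that 3 pools against 3 allow), and not for bta-miR-34c (exact p = 1) or bta-miR-449a (exact p = 0.5). DESeq2 and edgeR's exact test on the recovered reads each called 1 miRNA, bta-miR-592, with log2 fold changes of 1.73 and 1.81. With the replicate number as a block, 0 miRNAs were called and 17 had an unadjusted p-value under 0.05, with a correlation of same-numbered pools of 0.017.

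**Figure D2:**
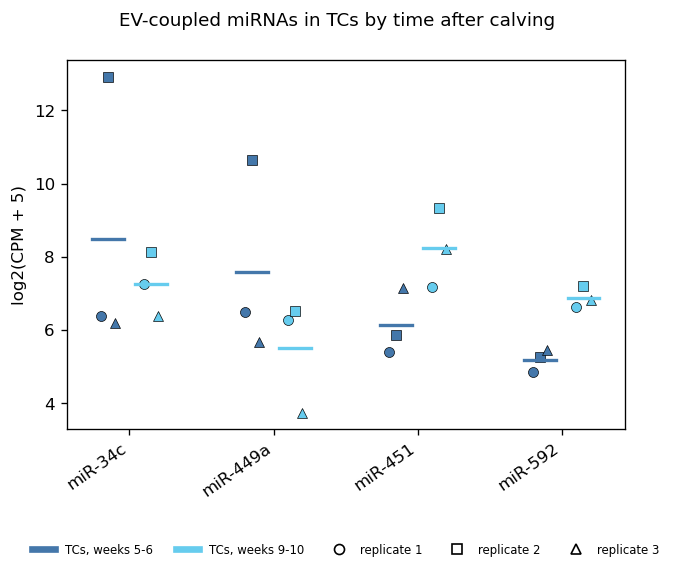
Abundance of 4 miRNAs in TCs at weeks 5 and 6 (dark blue) and at weeks 9 and 10 (light blue), with log2(CPM + 5) on the vertical axis and the miRNAs on the horizontal axis; circles, squares and triangles are replicates 1, 2 and 3, and bars are group means. Replicate 2 of weeks 5 and 6 stands far above the other pools for bta-miR-34c, at 7751 CPM, and for bta-miR-449a, at 1591 CPM.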

Further, comparison of DE miRNAs between EVs recovered from follicular fluid collected from transient cows at weeks 5–6 and weeks 9–10 revealed that bta-miR-34b, bta-miR-34c, and bta-miR-449a were upregulated at the time of recovery at week 9–10, whereas two miRNAs, bta-miR-451 and bta-miR-592, were downregulated at weeks 9–10.

### Identification of EV-coupled miRNAs induced or suppressed by lactation physiology

In order to determine the effect of lactation on EV-coupled miRNA release in follicular fluid, the miRNA expression profiles of APCs versus heifers were compared. Both groups are metabolically unstressed and any differences in miRNA expression would likely relate their different lactation physiologies. 

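Between APCs and heifers, 29 of 232 tested miRNAs were called DE, with 22 upregulated and 7 downregulated in APCs. All 29 had separate values in the 2 APC and the 3 heifer pools, and 38 miRNAs had an unadjusted p-value under 0.05. The lowest adjusted p-value was 0.0537 (limma with Benjamini-Hochberg adjustment), so 0 miRNAs had one under 0.05. bta-miR-1246 was 34096 ± 4675 CPM in APCs (SD, n = 2 pools) and 4832 ± 2821 in heifers (SD, n = 3 pools), a log2 fold change of 2.96 (standard error 0.50, adjusted p = 0.0537 from limma). bta-miR-502a was 146 ± 47.4 CPM in APCs and 16.3 ± 14.8 in heifers, a log2 fold change of 3.00 (standard error 0.61, adjusted p = 0.0537). bta-miR-873 was 9582 ± 686 CPM in APCs and 2006 ± 2445 in heifers, a log2 fold change of 3.02 (standard error 0.94, adjusted p = 0.145). bta-miR-196a was 17.6 ± 11.0 CPM in APCs and 153 ± 105 in heifers, a log2 fold change of -2.65 (standard error 0.69, adjusted p = 0.0779). bta-miR-196b, whose reads could have been split with bta-miR-196a by the authors' annotation, had a log2 fold change of -1.95 (standard error 0.72, adjusted p = 0.232). With one heifer pool left out in turn, between 3 and 47 miRNAs were called. With the replicate number as a block, 41 were called (30 upregulated and 11 downregulated), and the deviations of same-numbered pools correlated at 0.079 across miRNAs. Replicate 3 of the heifers has no APC partner in that block and drops out of the contrast. The day of RNA measurement could not be used as a covariate here, because it is not known for replicate 2 of the APCs. With the deposited values used without bringing the groups to one scale, a setting added after seeing the values, 49 miRNAs were called, 21 upregulated and 28 downregulated, and the median log2 fold change was -0.31.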

Our results revealed that out of 38 differentially expressed miRNAs, 31 miRNAs were upregulated and only seven miRNAs were downregulated in APCs or lactating cows compared to heifers (Table 2). Target prediction of lactation-induced miRNAs revealed their involvement in various biological pathways, including gap junction, PI3K-Akt signaling, steroid biosynthesis, fatty acid degradation, ErbB signaling, AMPK signaling, sphingolipid signaling, central carbon metabolism, insulin signaling, phosphatidylinositol signaling system, prolactin signaling, MAPK signaling, ras signaling, estrogen signaling, fatty acid metabolism, fatty acid elongation, mTOR signaling, p53 signaling, focal adhesion, Wnt signaling and others as indicated in the Supplementary Fig. S6.

**Table 2:** List of differentially expressed EV-coupled miRNAs in follicular fluid of APCs compared to heifers.

MiRNA name	Normalized TMM read counts		Log_2_ Fold change	p value	MiRNA name	Normalized TMM read counts		Log_2_ Fold change	p value
	Always positive	Heifers				Always positive	Heifers		
bta-miR-135a	17.13	0.86	3.72	0.0039	bta-miR-6520	145.68	40.8	1.81	0.0029
bta-miR-2285z	34.14	2.38	3.45	0.0001	bta-miR-6518	66.63	19.22	1.78	0.0111
bta-miR-502a	145.84	16.32	3.09	0.0000	bta-miR-2366	95.69	28.92	1.68	0.0084
bta-miR-449a	170.79	21.4	2.95	0.0240	bta-miR-423-5p	82036.05	26419.48	1.63	0.0011
bta-miR-874	230.75	30.7	2.94	0.0000	bta-miR-335	1834.38	614.55	1.58	0.0292
bta-miR-1291	17.13	2.31	2.92	0.0124	bta-miR-652	310.1	105.7	1.55	0.0035
bta-miR-1246	33974.57	4846.76	2.81	0.0000	bta-miR-671	376.02	129.93	1.53	0.0029
bta-miR-320b	22.21	3.76	2.75	0.0085	bta-miR-2284 ×	13219.16	4627.82	1.51	0.0028
bta-miR-130a	23627.76	4333.53	2.45	0.0007	bta-miR-26a	17422.87	6256.15	1.48	0.0024
bta-miR-331-5p	32.61	5.64	2.44	0.0031	bta-miR-6517	189.85	70.22	1.46	0.0113
bta-miR-23b-3p	38460.93	7357.16	2.39	0.0000	bta-miR-92b	5913.8	2234.63	1.40	0.0251
bta-miR-107	45710.3	9316.24	2.29	0.0001	bta-miR-296-3p	4994.23	2302.28	1.12	0.0261
bta-miR-362-3p	32.36	5.61	2.28	0.0045	bta-miR-204	44.67	126.49	−1.50	0.0163
bta-miR-873	9540.4	2009.85	2.25	0.0077	bta-miR-194	575.71	1742.56	−1.60	0.0120
bta-miR-320a	148650.4	31784.41	2.23	0.0001	bta-miR-205	895.08	3078.37	−1.78	0.0022
bta-miR-103	44908.49	10770.95	2.06	0.0003	bta-miR-196b	22.33	130.08	−2.53	0.0032
bta-miR-23a	47898.5	11874.35	2.01	0.0001	bta-miR-196a	17.38	152.79	−3.12	0.0003
bta-miR-22-3p	9333.16	2434.79	1.94	0.0003	bta-miR-184	140.03	2137.16	−3.93	0.0000
bta-miR-1839	13301.78	3474.36	1.94	0.0009	bta-miR-365-5p	0	16.04	−5.34	0.0057

Extended list of miRNAs with the corresponding raw read count and FDRs are presented in Supplementary Table S4.

After performing pairwise comparisons between ANCs and APCs and control heifers, we then compared the DE miRNA profiles of ANCs and APCs to identify commonly differentially expressed miRNAs. These common DE miRNAs may represent circulatory miRNAs that may have been induced or suppressed due to lactation-induced metabolic stress. Out of the seven common miRNAs, miR-205 and miR-184 were suppressed and miR-92b, miR-6518, miR-6520, miR-26a, and miR-423-5p were upregulated.

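Each of these 7 miRNAs had the same direction in ANCs and in APCs compared to heifers. bta-miR-184 was 166 ± 217 CPM in ANCs (SD, n = 2 pools) against 2479 ± 1545 in heifers (SD, n = 3 pools), a log2 fold change of -4.82 (standard error 1.02, adjusted p = 0.0468 from limma with Benjamini-Hochberg adjustment), and its log2 fold change in APCs was -3.99 (standard error 0.77, adjusted p = 0.0537). bta-miR-205 had log2 fold changes of -2.16 in ANCs (standard error 0.58, adjusted p = 0.067) and -1.77 in APCs (standard error 0.42, adjusted p = 0.0655). bta-miR-423-5p was the most abundant of the 7, at 62363 ± 4787 CPM in ANCs against 30276 ± 6977 in heifers, with log2 fold changes of 1.07 in ANCs (adjusted p = 0.105) and 1.68 in APCs (adjusted p = 0.0556). bta-miR-26a had log2 fold changes of 1.02 in ANCs (adjusted p = 0.136) and 1.51 in APCs (adjusted p = 0.0562). bta-miR-6518 had log2 fold changes of 1.65 in ANCs (adjusted p = 0.162) and 1.73 in APCs (adjusted p = 0.173), on 21.8 ± 14.4 CPM in heifers. bta-miR-6520 had log2 fold changes of 1.34 in ANCs (adjusted p = 0.168) and 1.84 in APCs (adjusted p = 0.0817). bta-miR-92b had a log2 fold change of 1.29 in ANCs (standard error 0.49, adjusted p = 0.163) and was called DE there, while in APCs its log2 fold change was 1.39 (standard error 0.61, adjusted p = 0.324) and it was not called. In APCs, bta-miR-92b was called by edgeR's exact test on the recovered reads (1.41) and with the replicate number as a block (1.74). The block gives replicate 3 of the heifers no APC pool to be compared with, so that pool drops out of the contrast. Without replicate 3 of the heifers and without a block, the log2 fold change was 1.70 and bta-miR-92b was called. Of the 7, 6 were therefore called in both comparisons, together with bta-miR-1839 and bta-miR-320a, which were upregulated in both. Both comparisons used the same 3 heifer pools. Without replicate 1 of the heifers, bta-miR-92b, bta-miR-6518, bta-miR-6520, bta-miR-26a and bta-miR-423-5p were called in neither comparison, and bta-miR-205 was not called in APCs. Without replicate 2 of the heifers, bta-miR-92b, bta-miR-6518, bta-miR-6520, bta-miR-26a and bta-miR-423-5p were not called in ANCs. bta-miR-6518 was then not called in APCs either. Without replicate 3 of the heifers, none of the 7 lost a call.

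**Figure D3:**
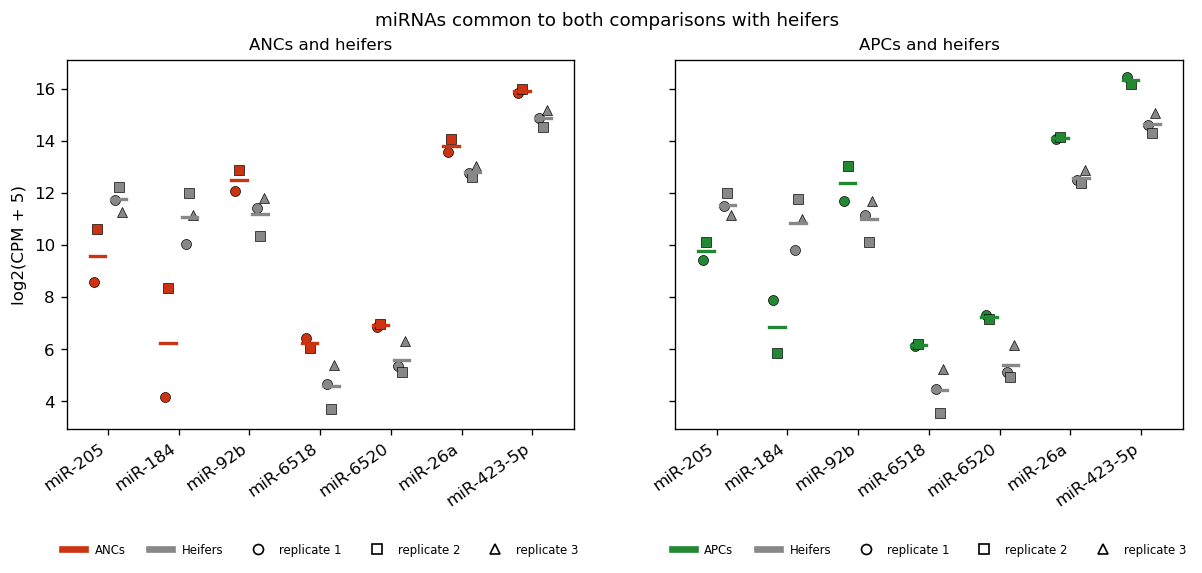
Abundance of the 7 miRNAs in ANCs (red) and heifers (grey) on the left and in APCs (green) and heifers (grey) on the right, with log2(CPM + 5) on the vertical axis and the miRNAs on the horizontal axis; circles, squares and triangles are replicates 1, 2 and 3, and bars are group means. The pools of the cows and of the heifers do not overlap for any of the 7 miRNAs in either comparison, and they come closest for bta-miR-92b in APCs, with 3329 CPM in the lower APC pool and 3271 in the highest heifer pool.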

## Discussion

In this *in vivo* study, the association between postpartum metabolic physiology and EV-coupled miRNAs expression in the follicular fluid of the antrum follicle has been investigated in Holstein Fresian cows and heifers. Previous studies have shown that increased NEFA and ^β^-hydroxybutyrate concentration in the blood stream of metabolically stressed cows resulted in disturbed follicular microenvironments^7^. This phenomenon of negative energy balance has been evidenced to have a huge negative impact on follicular cell development, quality of oocytes, and embryo survival. However, the molecular mechanisms associated with metabolic stress in dairy cows are poorly understood. In the present study, we have demonstrated the association between metabolic status and EV-coupled miRNA profiles in the follicular fluid of postpartum cows. These changes could partly signify EV-mediated cell-to cell communication between the oocyte and the surrounding cell in antrum follicles with respect to the molecular messages carried by those vesicles. Moreover, several potential candidate miRNAs have been identified, which are not only indicators of negative energy status, but are potential biomarkers for the transition to positive energy status in cows, as shown in TCs. In order to observe the association between postpartum negative energy balance and EV-coupled miRNA signatures in follicular fluid, we analyzed individual cows’ metabolic statuses to get a clear demarcation between the experimental groups with respect to the energy status. Overall, we have detected the presence of high blood serum NEFA levels (0.73 ± 0.0.31 mmol/L and high ^β^-hydroxybutyrate (0.78 ± 0.33 mmol/L), along with body weight loss and lower overall energy (MJ) during the early stage of lactation for the majority of the cows. According to previous studies, lactating cows with an average concentration of NEFA >0.55 mmol/L^30^ and β-hydroxybutyrate >0.65 mmol/L^31^ in the blood serum are indicators of negative energy balance. While only one fourth of the cows showed a positive energy balance in early period of lactation, increased blood serum NEFA and ^β^-hydroxybutyrate was evident as sign of clinical metabolic status due to lactation during early postpartum for most of the cows. The majority of cows (66%) showed a negative energy balance during their 5–6 weeks postpartum, but they recovered from their metabolic stress in the later stages of the analysis. However, some of the cows (16%) continued to exhibit negative energy balances until the later stages of the analysis. Interestingly, a similar proportion of cows showed no sign of metabolic stress throughout the analysis period. These results revealed individual differences between cows in terms of dealing with metabolic stress during early lactation. Molecular genetic analysis of such divergent groups of cows will allow us to understand the molecular mechanism associated with metabolic stress due to lactation and paves the way for identification of metabolic markers and development of future therapeutic strategies to tackle negative effects from metabolic stress in dairy cow reproductive efficiency.

The EV isolation methodology used in the present study was evaluated based on the size distribution and morphology of the isolated EVs. Moreover, nanoparticle tracking analysis revealed the majority of the EVs were as big as 124.8–147.1 nm in diameter, indicating absence of contamination of large vesicles during EV isolation. Following morphological characterization, CD63 and Alix protein markers, which are known to be enriched in exosomes from virtually any cell type, were used to determine the specificity of our EV isolation procedure^32^. The 260/280 and 260/230 ratio of total RNA isolated from EVs were found to deviate from cellular RNAs readings, which can be attributed to the source of biological samples as it has been evidenced previously^33^. In the same study RNA isolated from urine EVs were found to have significantly different characteristics compared to their cellular counterparts. We have analyzed EV-coupled small RNAs including miRNA with a read length of 75nt. The read length distribution for miRNAs was observed to peak around 18–23nt. Our result revealed that a huge number of known miRNAs (365) and putative miRNAs (158) were detected in EVs recovered from follicular fluid from follicles >8 mm. The detected miRNAs accounted for 48% of the 762 known bovine miRNAs available in mirbase_20−. Considering that about 70% of the total detected miRNAs were found in all experimental groups it suggests they have housekeeping roles in cell-to-cell communication as mediated by EVs in the follicular environment. The housekeeping role of several miRNAs in ovarian granulosa cells from dominant and subordinate follicle has been reported previously^34^. Moreover, sequence analysis revealed the presence of unique EVs-coupled miRNAs in the follicular fluid of cows with divergent metabolic status. As shown in Fig. 4, cows that had negative energy status throughout the experimental period showed exclusive expression of eight miRNAs, five out of which (bta-miR-431, bta-miR-370, bta-miR-136, bta-miR-376e and bta-miR-411c-3p) were found on chromosome 21. A comparable number of miRNAs have been uniquely detected in transiently negative energy cows and heifers. However, the numbers of uniquely expressed miRNAs were highest in cows that consistently exhibited positive energy balances throughout the experimental period. Four of these miRNAs (i.e., miR-2436-5p, bta-miR-33a, bta-miR-135a and bta-miR-2426) were found on chromosome 5, which suggests their importance in reproduction. A previous study showed that deletion between 25 and 70 Mb on chromosome 5 was associated with decreased reproductive efficiency in female cattle^35^. Two of the uniquely detected miRNAs, bta-mir-135a and bta-mir-2426, are found in the same 25 and 70 Mb region. Moreover, the well-studied miR-181 gene family, which was uniquely detected in APCs, is a cellular metabolic rheostat essential for NKT cell development and regulates homeostasis in NKT cell ontogenesis and lymphocyte development in mice^36^. Also, miR-181a regulates lipid metabolism, as miR-181a transgenic mice have lower body weights and less lipid accumulation compared to wild-type^37^. Therefore, the detection of the miR-181 family exclusively in the cows with consistently positive energy balance may be associated with metabolic homeostasis.

Hierarchal clustering of differentially expressed EV-coupled miRNAs between cows with divergent metabolic statuses revealed a clear association between metabolic stress and the release of EV-coupled miRNAs. As shown in Fig. 4, TCs and APCs have relatively similar expression patterns, while ANCs exhibited reduced expression of a significant number of EV-coupled miRNAs. Previous studies have shown the association between glucose level and expression of miRNAs in human mesenchymal stem cells^38^, in which higher glucose levels suppressed the expression of candidate miRNAs. The reduced release of EV-coupled miRNAs in the follicular fluid of metabolically stressed cows in the present study could be associated with reduced glucose concentration in those animals. This has been also evidenced in the direct comparison of always negative versus always positive cows for which a large set of known and putative miRNAs were found to be globally suppressed in the always negative energy cows. This suggests metabolites in the follicular fluid do have a direct regulatory role in the expression of miRNAs in follicular cells and their subsequent release into the extracellular environment. Even though the mechanism behind the response of the genome to metabolic changes is not fully understood, specialized transcription factors have been documented to be activated in response to metabolic changes and result in gene expression alterations^39^. Hormonal regulation of miRNAs is a well-documented fact in various mammalian species. The expression of miRNAs including miRNA-183, miRNA-132 and miR-122, which are among candidates in the present study, have been reported to be altered after treatment 17ß-estradiol in Rat granulosa cells^40^. Interestingly, early postpartum dairy cows with metabolic stress have been documented to have very law oestradiol concentrations^41^. Therefore, the major suppression of EVs-coupled miRNA in the current study could be associated to the law level of oestradiol and suggests metabolites in the follicular fluid do have a direct regulatory role in the expression of miRNAs in follicular cells and their subsequent release into the extracellular environment. Similarly, supplementation of elevated NEFA concentrations during oocyte maturation *in vitro* found to alter the expression level of DNMT3A, IGF2R and SLC2A1 genes in day 7 blastocysts^42^.

In the current study, the functional relevance of differentially expressed miRNAs was determined based on target prediction and subsequent pathways analysis in which individual or cluster of miRNAs are involved in. Comparative analysis of ANCs vs APCs revealed down regulation of miR-2285, miR-451, miR-132, miR-486 and miR-874 in EVs isolated from follicular fluid of ANCs. In-silico analysis revealed the involvement of those miRNAs in various pathways including TGF-beta signaling pathway (Fig. 5), which are known to be involved in oocyte and embryonic development. Knockdown of TGF-β pathway causes embryonic lethality in mouse^43^. Previously, upregulation of bta-miR-451 was documented in large and healthy follicles compared to small follicles in bovine^44^. Moreover, in C. elegans, TGF-β and Insulin signaling is believed to regulate the reproductive aging by modulating multiple aspects of the reproductive process, including embryo integrity, oocyte fertilizability, chromosome segregation fidelity, DNA damage resistance, and oocyte and germline morphology^45^. Among the downregulated miRNA, the bta-miR-2284 and bta-miR-2285 families, which encode more than 100 mature miRNAs in the bovine genome, are reported to be expressed in a bovine immune-relevant tissues including CD14+ monocytes, mammary epithelial cells, and others^46^. Moreover, bta-miR-132 is found to be moderately correlated with lactose in lactating cows^47^. Upregulation of miR-132 in mouse granulosa cells reported to promote estradiol synthesis by targeting the cAMP signaling pathway through translational repression of Nurr1 gene^48^. In human follicular fluid, the exosomal miRNAs; miR-132, miR-212, and miR-214 coordinately targeted Phosphatase and Tensin Homologue expression (PTEN) and have been documented to involve triggering meiosis resumption^29^. In addition, the expression of miR-485-5p was reported to be controlled by high glucose levels in humans^38^. The same study showed that overexpression of miR-486-5p induced a premature senescence-like phenotype by inhibiting proliferation of hAT-MSCs and adipogenic and osteogenic differentiation, whereas the reverse was observed by inhibition of miR-486-5p^38^.

Massive downregulation of EV-coupled miRNAs were found during comparison of ANCs versus heifers (Table 1). In that comparison, 25 out of 37 differentially expressed miRNAs were suppressed in ANCs, supporting the notion that metabolic stress impairs the release of EV-coupled miRNAs into extracellular space. One of those miRNAs was miR-21, which is a well-studied miRNA known to be involved in folliculogenesis. Upregulation of miRNA-21 in mice was found to be associated with increased cell survival and promotion of ovulation^49^. A linear increase of miR-21 was also found to be involved on controlling maternal-to-embryonic transition and early development^50^. Therefore, the downregulation of EV-coupled miR-21 in the present study due to metabolic stress may implicate the corresponding reduced expression in the follicular cells, which may impair follicular development. Similarly, elevated expression of miR-20b in bovine cumulus cells increased oocyte maturation and progesterone synthesis by targeting INHBA, MAPK1, PTGS2, PTX3, and EGFR^51^.

Comparative analysis of EV-coupled miRNAs in ANCs versus TCs at 5–6 weeks postpartum could reveal potential miRNAs as predictors of cows that will maintain negative energy balance or those that will recover in the later stages of lactation at weeks 9–10 postpartum. In that comparison, all four differentially expressed miRNAs, miR-132, bta-miR-34b and bta-miR-34c from the mir-34 family, and bta-miR-449a were found to be suppressed in cows that remained under metabolic stress throughout the experimental period. Interestingly, miR-132 and miR-34 were highly abundant in the follicular fluid of cows that under-went ovarian hyperstimulation compared to unstimulated ones^52^. This may indicate that metabolically stressed postpartum cows exhibited delayed resumption of ovarian cyclicity that may have been associated with disturbed serum metabolite profiles^53^. Therefore, the candidate miRNAs can be potential indicators of persistent or transient occurrence of metabolic stress in postpartum cows. Future research need to be done to validate this notion in an independent population and further functional studies need to be done to establish these candidate miRNAs as predictors of persistent or transient metabolic stress in dairy cows.

Irrespective of the metabolic status, comparative analysis of APCs and heifers enabled us to identify circulatory miRNAs associated with lactation physiology. Cows under positive energy balance postpartum showed induction of 31 miRNAs compared to unstressed control heifers as indicated in Table 2. Seven miRNAs were differentially expressed in common between APC and ANCs when both compared to heifers. Out of these bta-miR-184 and bta-miR-205 were downregulated and the other five miRNAs (i.e., bta-miR-26a, bta-miR-423-5p, bta-miR-6518, bta-miR-6520, and bta-miR-92b) were upregulated in both ANCs and APCs compared to heifers. This could be the result of the interaction of metabolism and lactation induced change on the abundance of EV- coupled miRNAs. This could be associated with the nutritional change after parturition in the cows and may have a short-term effect on the follicular microenvironment. Previously high lactation performance has been reported to be associated with high abundance of miRNA-29 expression in dairy cow mammary epithelial cells^54^. Based on this fact and the results of the present study, the lactation physiology of the animals may have a profound effect on the transcriptome of follicular cells and subsequent release of EV-coupled miRNAs into extracellular space. However, further studies need to be done to elucidate the effect of lactation in follicular cells transcriptome and its association with oocyte physiology.

## Conclusion

The present study revealed that negative energy balance in postpartum cows is mainly associated with downregulation of EV-coupled miRNAs in follicular fluid, whereas upregulation of EV-coupled miRNAs was associated with positive energy balance in dairy cows. Moreover, lactation induced changes in follicular fluid EV-coupled miRNA profiles in dairy cows regardless of energy status. The divergent expression of EV-coupled miRNAs in follicular fluid of metabolically stressed cows could partly explain the reduced fertility in high yielding dairy cows. Resolving the array of EV-coupled miRNAs in follicular fluid of metabolically divergent cows will undoubtedly extend our understanding on the molecular mechanisms associated with the effect of metabolic stress in ovarian functionality. Further validation of the candidate markers from this study in different population and other stress relevant experimental setup could lead to the development of markers which can be used as foundation to enhance reproductive function or treat ovarian dysregulation.

## Material and Methods

### Assessment of body weight and overall energy balance

Experimental animal handling was done in accordance with the 2015 German law of animal protection (TierSchG & TierSchVersV). Experimental protocols were approved by the state office for Nature, Environment and Consumer protection of North Rhine-Westphalia, Germany (Landesamt für Natur, Umwelt und Verbraucherschutz Nordrhein-Westfalen, Deutschland) with respect to blood sample collections by licensing number 84-02.04.2015.A139 and with respect to Ovum Pick Up (OPU) procedure by licensing number 84-02.04.2014.A500. All animals were kept in the dairy farm of the Frankenforst teaching and research station at the University of Bonn. Holstein Friesian cows (n = 30) and heifers (n = 8) were used and kept under conditions that enabled feed-intake, milk yield, and body weight data collection from individual cows. The body weight, milk yield, and dry matter intake of individual cows were measured daily for 15 weeks postpartum. Moreover, individual cow dry matter and concentrate intake was measured daily. Following that, the overall energy balance of individual cows was calculated on weekly basis using the following equation: Energy balance (EB) (MJ NEL/d) = Energy intake (EI) − Energy consumption (EC). Whereby: Energy intake (EI): Dry matter concentration of PMR (partial mixed ration) × Intake PMR (kg fresh matter) × energy concentration of PMR (MJ NEL/kg DM) plus concentrate intake (kg) × energy concentration of concentrates (MJ NEL/kg) and Energy consumption (EC): minus energy for maintenance: (0.293 × body weight (BW) 0,75) minus milk energy: (0.39 × fat% + 0.24 × protein% + 0.17 × lactose% + 0.07) × kg milk).

### Blood serum metabolite analysis

Blood samples were collected from individual postpartum cows (n = 30) at weeks 5, 6, 7, 8, 9 and 10 post-calving and in parallel to ovum pick-up time. Similarly, blood samples were collected from heifers (n = 8) during ovum pick-up sessions for five consecutive weeks. Approximately, 20 ml of blood were collected from all postpartum cows and heifers at each collection time pointinto additive carrier serum separation tubes (Sarstedt AG & Co. KG, Nümbrecht, Germany). Blood samples were cooled for 30 min at 4 °C and centrifuged at 2500 × g for 10 min to separate blood serum from the blood cells and clotting factors. Serum samples from individual postpartum cow and heifers were subjected to metabolite analysis, including analysis of nonesterified fatty acids (NEFA) and beta-hydroxybutyrate (β-OHB), in order to determine energy status of experimental animals as previously published in^55^. Briefly, NEFA concentration was quantified using series NEFA-HR (Wako Chemicals GmbH, Neuss, Germany) according to the manufacturer’s protocol. Seven micro liter of the sample calibrator was added into 300 µl of blood serum and incubated at 37 °C for 7.5 minutes. The concentration of NEFA was measured with a main wavelength of 546 nm and sub-wavelength of 660 nm. Similarly, the concentration of β-OHB was quantified using Ranbut D-3-hydroxybutrate with the BHBA kit (# RB1008) (Randox laboratory limited, United Kingdom) according to the manufacturer’s protocol.

### *In vivo* follicular fluid collection using Ovum pick-up

Collection of follicular fluid (FF) from postpartum cows (n = 30) and heifers (n = 8) was performed using an ovum pick-up (OPU) technique from large follicles with diameters >10 mm. Follicular fluid collection was done from postpartum cows at weeks 5, 6, 7, 8, 9 and 10 postpartum. Heifer FF collection was performed for five consecutive weeks. Oocytes were picked under the microscope prior to centrifugation. Follicular fluid was centrifuged at 500 g for 5 min at room temperature to remove cell debris and pellet granulosa cells. Follicular fluid samples were then transported in liquid nitrogen and stored at −80 °c until further analysis.

### Isolation of extracellular vesicles from follicular fluid using ultracentrifugation

Prior to pooling FF samples, the metabolic statuses of individual postpartum cows were assessed using three criteria: blood serum metabolite analysis (5–10 weeks), body weight curves (1–15 weeks), and overall energy balance based on dry matter intake (1–15 weeks). Based on these three criteria’s, animals were grouped in to three phenotypes namely: Transient cows (TCs) (n = 20), Always Negative cows (ANCs) (n = 5) and Always positive cows (APCs) (n = 5) (Fig. 2). Follicular fluid samples from cystic ovaries and blood contamination are discarded from the analysis. Follicular fluid samples from TCs at week 5 and 6 (n = 11) and at week 9 and 10 (n = 7) were separately pooled to create three biological replicates. Follicular fluid collected from ANCs (n = 2) and APCs (n = 2) at week 5 and 6 were pooled to generate two biological replicate per group of cows. Extracellular vesicles were isolated from a pool of 2 ml FF using differential centrifugation followed by ultracentrifugation fitted with a SW 55 Ti Rotor (Beckman Coulter, Germany). Briefly, FF was diluted with an equal amount of PBS-CMF (2 ml). Follicular fluid was centrifuged at 500 × g for 10 minutes to remove cells debris followed by another centrifugation at 6000 × g for 20 minutes to remove apoptotic bodies. The supernatant was transferred to a new tube and centrifuged at 18,000 × g for 30 minutes to remove microvesicles. The supernatant containing extracellular vesicles was transferred to a new 5 ml polypropylene centrifuge tube (Beckman Coulter, Krefeld, Germany) and centrifuged at 120,000 × g for 70 minutes to pellet EVs. The EV pellets were re-suspended with 5 ml of PBS and centrifuged at 120,000 × g for 90 minutes. Finally, EV pellets were resuspended in final volumes of 1 ml in PBS and stored in −80 °C until further analysis.

### Nanoparticle tracking and electron microscopy analysis of extracellular vesicles

Nanoparticle tracking analysis was performed to determine the concentration and size distribution of isolated extracellular vesicles using Nano Sight NS300 following the manufacturer’s protocol (Malvern Instruments, Malvern, UK). Briefly, 25 μl of EV pellet was mixed with 1 ml of PBS-CMF and assembled for five video recordings. Data was analyzed using NTA version 3.2 and the mean, mode, standard deviation, and concentration of particles were obtained. Furthermore, EVs were morphologically characterized using an electron microscope (Ziess EM109, Carl Zeiss). Briefly, 20 μl drops of purified EVs on parafilm were covered by Formvar-carbon-coated grids. Five minutes later, the Formvar-carbon-coated grids were washed using drops of PBS-CMF and incubated in 30 μl of 2% uranyl acetate. Grids were washed with drops of PBS-CMF and examined under electron microscope.

### Western blot analysis

Detection of two EVs protein markers CD63^23,56^ and Alix^24,56^ was performed by western blotting. Extraction of EV protein was performed using radioimmuno precipitation assay buffer (RIPA) according to manufacturer’s instruction (Sigma-Aldrich, Germany). Briefly, isolated EV pellets were resuspended in 100 µl of RIPA buffer and vortexed for 15 seconds. The re-suspended EVs were placed at room temperature for 5 minutes to allow complete lysis. Prior to loading for western blotting the concentration of extracted protein samples were measured using NanoDrop 8000 spectrophotometer (NanoDrop Technologies, Germany). About 30 µg of extracted protein was loaded on to a SDS gradient gel, electrophoresed, and blotted to nitrocellulose membrane using Biorad Pac 3000 transblot SD semi-DRY transfer cell (BioRad, USA). Furthermore, membrane was incubated in 10 ml blocking buffer for 1 hr at room temperature followed by incubation overnight with primary antibody at 4 °C. For this Primary antibodies of CD63 and Alix (System biosciences, Palo Alto, Canada) were diluted with blocking solution in a ratio of 1:300. Afterwards, the membrane was incubated for 1 hr with secondary antibody of Goat Anti-Rabbit HRP (System biosciences, Palo Alto, Canada) with a dilution of 1:8000 in blocking solution. The membrane was further incubated for 5 minutes using equal amount of peroxide and luminol/enhancer solution (BioRAD, USA). The bands were visualized using the ChemiDoc™ XRS + system (Bio-Rad Laboratories GmbH, USA).

### Isolation of total RNA including miRNAs

Isolation of EV total RNA enriched for miRNA was done using an exosomal RNA isolation kit (Norgen, Canada) according to the manufacturer’s protocol. Briefly, isolated EVs suspended in 400 µl PBS-CMF were lysed with 600 µl of lysis buffer and 75 µl of lysis additive and incubated for 10 minutes at room temperature. After incubation, 500 µl of absolute ethanol was added to the solution and transferred to a mini spin column followed by centrifugation at 3,300 × g and washing steps. Total RNA was eluted in 32 µl of elution solution. Prior to downstream applications, the concentration and integrity of the total RNA were assessed using NanoDrop 8000 spectrophotometer (NanoDrop Technologies, DE) and Agilent 2100 Bioanalyzer (Agilent Technologies, CA), respectively.

### Next generation sequencing and data analysis

Illumina-based next generation sequencing (NGS) of small RNA and miRNA was performed (Qiagen, Germany). For each sample, a total concentration of 160 ng with the maximum input volume of 5 µl was processed using the QIAseq miRNA Library Prep kit according to the manufacturer’s protocol. Sequencing was performed on an Illumina NextSeq. 500 sequencing instrument (Qiagen, Germany). The quality of raw FASTQ file was assessed using FastQC version 0.11.4 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Data analysis was performed according to the XploreRNA pipeline (Qiagen, Germany). Briefly, adaptors were trimmed from the raw sequences using Cutadapt (1.11) and mapped against the indexed bovine reference genome (UMD3.1) using Bowtie2 (2.2.2) software with a criterion of one mismatch in the first 32 bases of the reads without insertion or deletion. Sequence reads, which were aligned to the bovine reference genome, were then used for annotation against bovine precursor miRNAs and matured miRNAs in the miRbase database, release 20. Normalization of raw expression data was done using the trimmed mean of M-values (TMM method of normalization), which is based on log-fold and absolute gene-wise changes in expression levels between samples. Differential expression analysis was performed on the TMM normalized expression values using EdgeR statistical software package (Bioconductor, http://www.bioconductor.org/). A miRNA with a log_2_ fold change of 1 ≥ log_2_ ≤ −1p-value < 0.05 and false discovery rate of ≤0.25 was considered as statistically significant. The potential pathways enriched by differentially expressed miRNAs were analyzed using DIANA-miRPath v3 (http://snf-515788.vm.okeanos.grnet.gr/). Moreover, miRNA-gene network analysis was performed using ingenuity pathway analysis (https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis/).

## Supplementary information

Supplementary Figures

Suppelmentary Table 1

Suppelmentary Table 2

Suppelmentary Table 3

Suppelmentary Table 4

## Data Availability

The authors confirm that all data underlying the findings are fully available. Sequence data files are available in GEO database with Accession Number: GSE129367. To review GEO accession GSE129367: Go to https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE129367 Enter token uxypugogvrchxqn into the box.

# Supplementary material for: Extracellular vesicle-coupled miRNA profiles in follicular fluid of cows with divergent post-calving metabolic status
**Source:** Sci Rep. 2019 Sep 6;9:12851. doi: 10.1038/s41598-019-49029-9
**Supplement:** Supplementary file 1 — Supplementary Figures

**Extracellular vesicle-coupled miRNA profiles in follicular fluid of cows with divergent post-calving metabolic status**

Tsige Hailay, Michael Hoelker, Mikhael Poirier, Samuel Gebremedhn, Franca Rings, Mohammed Saeed-Zidane, Dessie Salilew-Wondim, Christina Dauben, Ernst Tholen, Christiane Neuhoﬀ, Karl Schellander and Dawit Tesfaye\*

List of supplementary figures

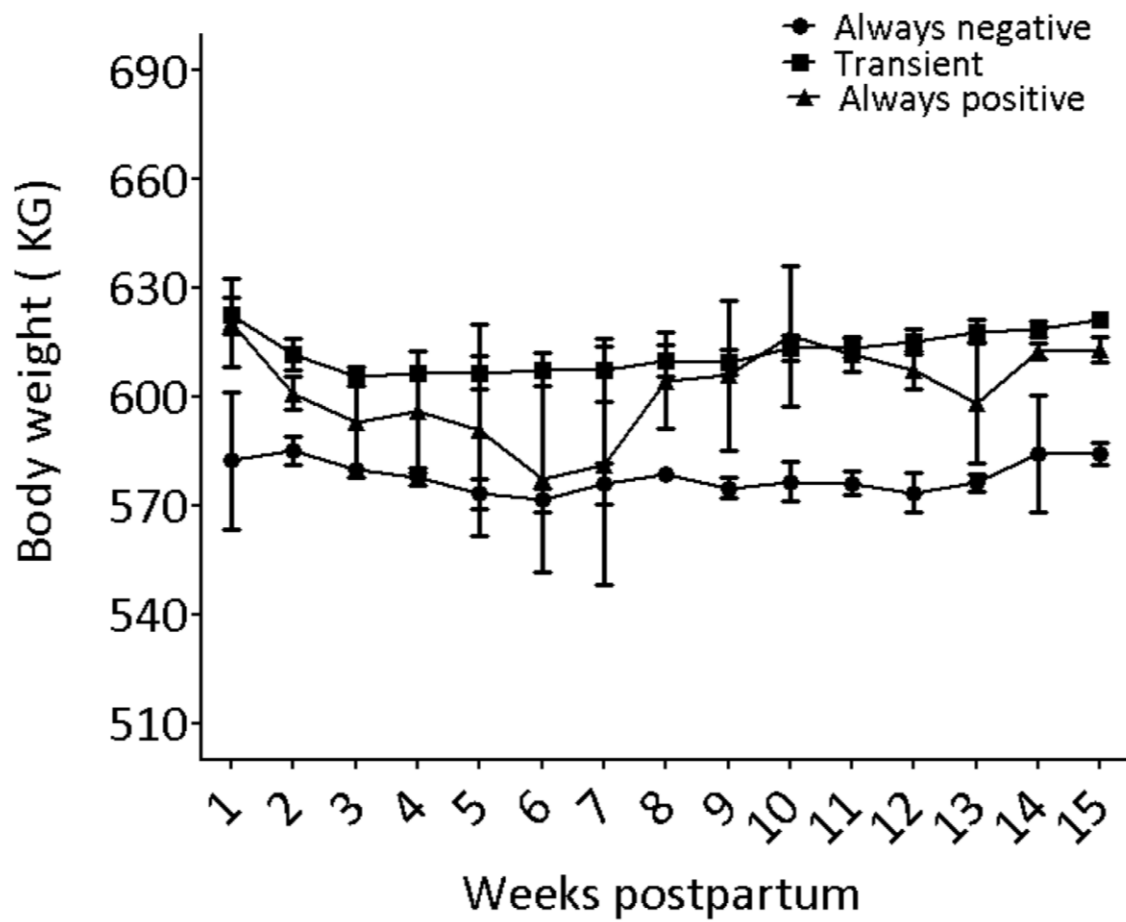

Supplementary fig. S1: Body weight curve of postpartum cows of different metabolic status.

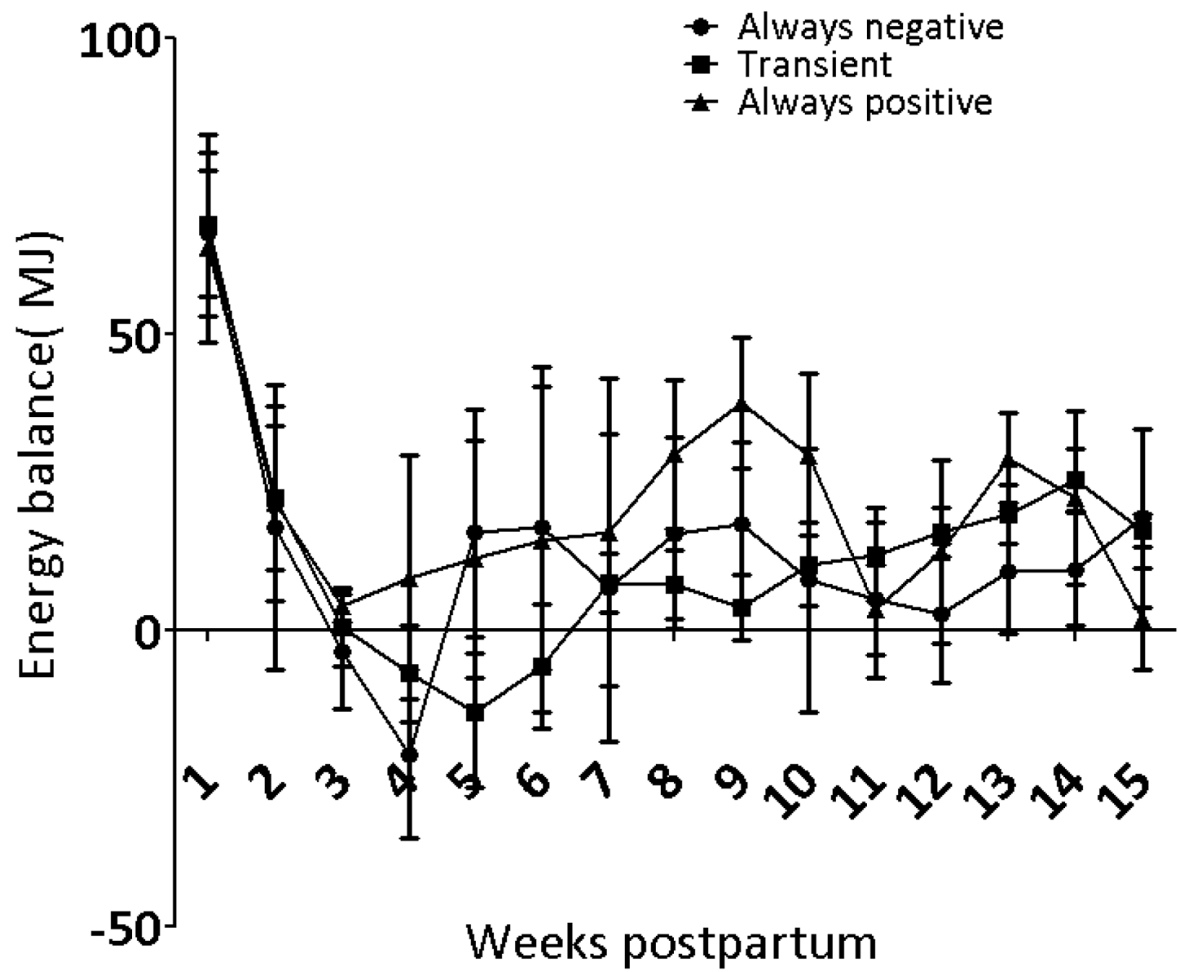

Supplementary fig. S2: Over energy balance curve of postpartum cows based on their dry matter intake.

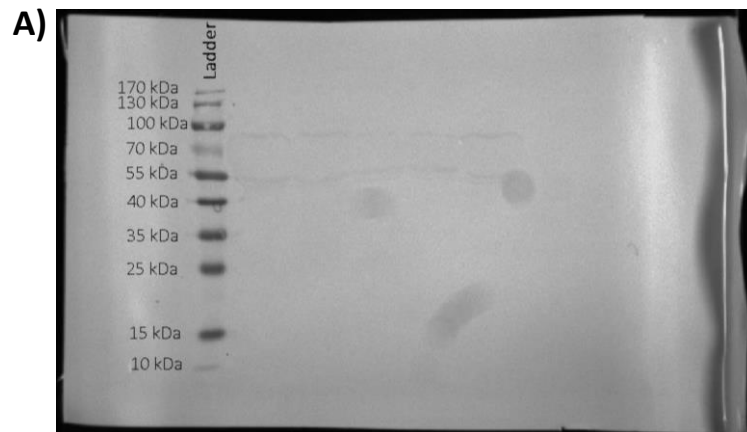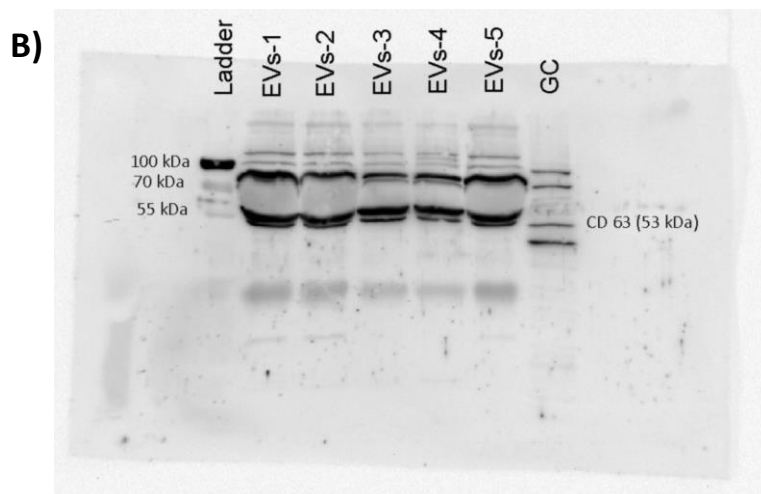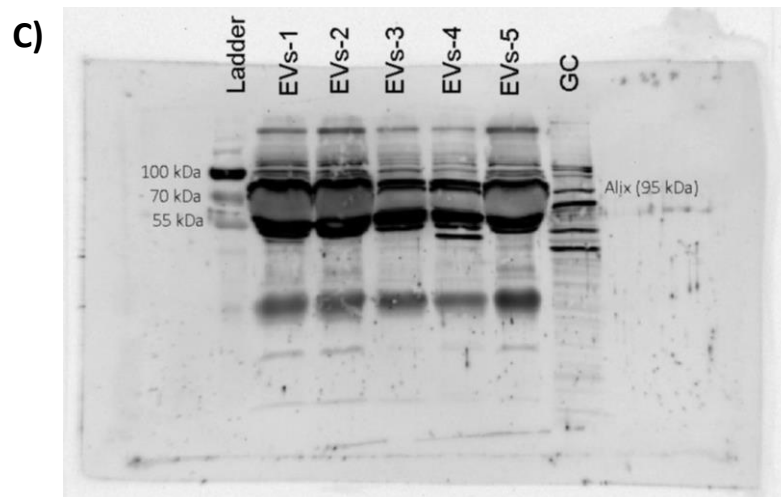

**Supplementary fig. S3: Detection of protein markers using western blot in EVs recovered from different metabolic status cows:** **A)** Ladder used for western blotting of protein detection for CD63 and Alix. **B)** Western blot showing CD63 protein detection in EVs recovered from follicular fluid of different metabolic status cows. **C)** Western blot showing the detection of Alix protein in EVs recovered from follicular fluid of different metabolic status cows. The numbers represent different sources EVs 1: EVs of TCs (weeks 5 - 6), 2: EVs of TCs (weeks 9 - 10), 3: EVs of ANCs, 4: EVs of APCs, 5: EVs of heifers and GC: Granulosa cells used as a control.

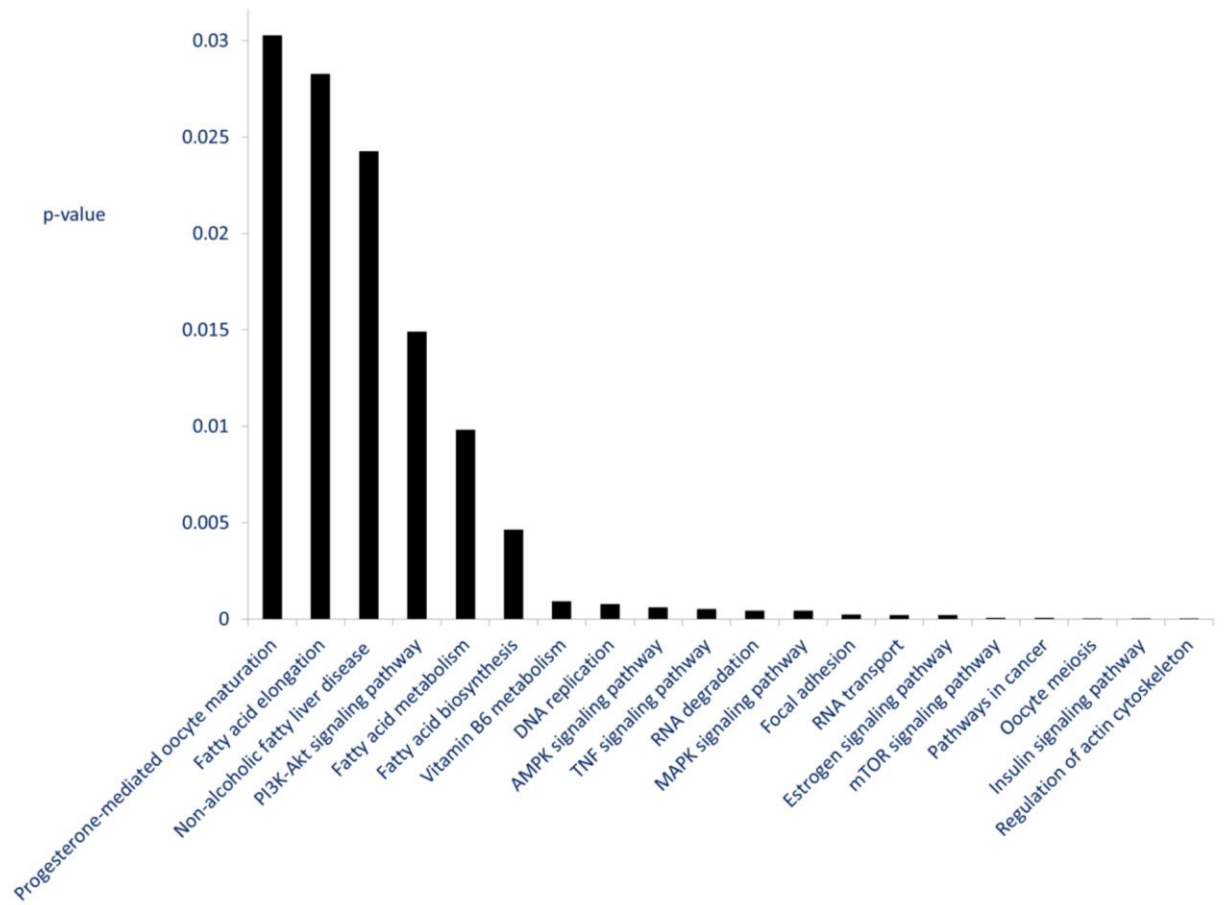

**Supplementary fig. S4: Target prediction analysis of downregulated miRNA in always negative cows vs heifers.**

**Supplementary fig. S5: miRNA-gene network of differentially expressed miRNAs in always negative cows vs heifer**

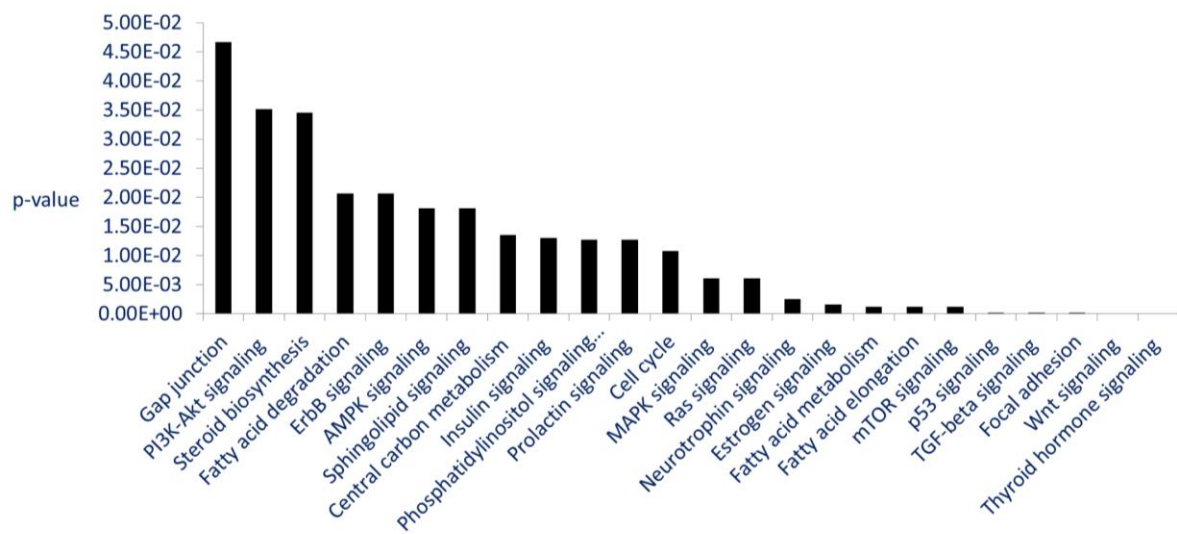

**Supplementary fig. S6: Target prediction analysis of upregulated miRNAs in Always positive cows vs heifers upregulated.**

How the deposited data were processed for this re-analysis (not part of the article)

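EV-coupled small RNA of 13 pools of bovine follicular fluid was measured in 5 groups: TCs at weeks 5 and 6 (3 pools, 11 cows), TCs at weeks 9 and 10 (3 pools, 7 cows), ANCs (2 pools, 2 cows) and APCs (2 pools, 2 cows) at weeks 5 and 6, and heifers (3 pools, 8 animals). The group and the replicate of each library were taken from its labels and from the paper's methods. The authors prepared the libraries with the QIAseq miRNA kit, trimmed adaptors with Cutadapt, mapped the reads to the bovine genome with Bowtie2, annotated them against miRBase and normalized them with TMM. The deposited values of each library are TMM-normalized CPM, not logged, and the totals of a library lay between 822818.3 and 1251163.8. For some libraries the deposited column was recorded as a score, a number with no fixed range, because totals adjusted by TMM need not stay within what CPM sums to, although the authors made it in the same way. All libraries of a group list the same miRNAs, and the lists go with the authors' comparisons where this could be checked. ANCs and APCs share the same 273 miRNAs, which are those of Supplementary Table S2. The 296 miRNAs of heifers are those of the comparison of ANCs with heifers in Supplementary Table S3. A miRNA that was not listed was not analysed for that group.

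Whole reads were recovered from the steps between the low values of each library, and 3678 of 3681 values came out whole (at least 99.63% in each library). On 20 simulated libraries of 285 miRNAs, the read numbers were right in all 20. The recovered reads ranged from 145030 to 421435 per library with a median of 327359, and a miRNA with 3 reads, the smallest abundance taken as visible, stood at 7.1 to 20.7 CPM. The libraries of a comparison were scaled together with TMM factors of edgeR 4.0.16, computed on the recovered reads of the miRNAs listed for both groups. The miRNAs to be tested were chosen with filterByExpr (minimum count 10, minimum total count 15). The comparisons had been designed for edgeR's quasi-likelihood test on counts. Because the unit turned out to be CPM, limma 3.58.1 with a mean-variance trend was used on log2(CPM + 5), fitted to the libraries of the 2 groups only, and the quasi-likelihood test on the recovered reads was added as an alternative. That test called 0 miRNAs for ANCs against APCs, 39 for ANCs against heifers, 0 for ANCs against TCs, 0 between the TC times, 28 for APCs against heifers, 20 for TCs at weeks 5 and 6 against heifers, 0 for APCs against TCs and 0 for TCs at weeks 9 and 10 against heifers. limma called 0, 41, 0, 0, 29, 15, 0 and 0 in the same order, with 16, 49, 18, 13, 38, 42, 6 and 23 miRNAs at an unadjusted p-value under 0.05. The pseudocount of 5 CPM was chosen before any comparison was fitted, and fold changes are on the log2(CPM + 5) scale. A miRNA was called DE at an absolute log2 fold change of at least 1, a p-value under 0.05 and an adjusted p-value of at most 0.25.

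The whole procedure was tested on simulated reads of 2000 miRNAs, of which 200 were changed by a known factor. At a 4-fold change it called 66.8% of the changed miRNAs that were tested with 2 pools against 2, 74.7% with 2 against 3 and 80.9% with 3 against 3, and 25.9%, 26.1% and 17.7% of its calls were on unchanged miRNAs. At a 16-fold change it called 94.5%, 89.3% and 95.7%. In 10 simulations of 247 miRNAs without any change, the highest number of calls was 6, 6 and 2. The adjusted p-value of 0.25 therefore admits false calls at a noticeable rate. The simulated miRNAs varied independently of each other, whereas sets of miRNAs varied together across the real pools. These numbers are therefore no measure of the calls to expect by chance in the real pools. Among splits of the real pools that mix 2 groups, the highest count was 39 for TCs at weeks 5 and 6 with heifers. It was 30 for the 2 TC times and 14 for TCs at weeks 9 and 10 with heifers.

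The rule for the miRNAs named in the text was fixed before the data were examined: those the paper's results name for a comparison, and the 3 with the largest changes in each direction among those called whose values separate the groups. A few others are named outside this rule, where they complete a count, are named by the paper for another comparison or belong to a marker list. Exact two-sided permutation tests compared single miRNAs, and they cannot go under 0.333 with 2 pools against 2 or under 0.1 with 2 or 3 against 3. The replicate numbers come from the labels, which give every group a replicate 1 and 2, and they were tried as a block. Where 1 of the 2 groups alone has a replicate 3, that pool is alone in its block and drops out of the contrast. Whether the numbers pair the pools was checked with the correlation of same-numbered pools in their deviations from the group means. Pools that are not paired would give 0 on average, and the value for pools with different numbers follows from it by centring, so it is not given. Supplementary Table S1 gives the day of RNA measurement, which was tried as a covariate where it is known for all libraries. The alternatives set before the data were examined were DESeq2 1.42.0, edgeR's exact test, total counts in place of TMM, no filter, at least 10 counts in every library, an adjusted p-value under 0.05 alone, all 13 libraries in one fit, the replicate block, the day of RNA measurement and leaving out each replicate. For detection they were other TC libraries, other read minimums, 2 replicates in every group and libraries thinned to the smallest. Those added after the data had been seen were the quasi-likelihood test, the deposited values without rescaling, pseudocounts of 1 and 20, unlisted miRNAs counted as not detected, and correlations over DE miRNAs only. Random sets of miRNAs were drawn 10000 times in 5 bins of mean abundance with seed 1. R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used. Blood metabolites, vesicle size, protein markers and target pathways were not analysed here.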

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

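The tests named here that compare other splits of the pools and shared variation between pools were chosen after the calls had been seen. No group had 4 or more pools, so no pool was tested for standing apart from its group. The results below are miRNAs called here that are outside Tables 1 and 2, and a comparison that has no table of its own in the paper.

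Between ANCs and heifers, 9 of the 41 DE miRNAs are not in Table 1, and 2 of them were upregulated and 7 downregulated in ANCs; all 9 are among the miRNAs of the extended list in Supplementary Table S3. They include bta-miR-486, with a log2 fold change of -2.46 (adjusted p = 0.105 from limma). Between APCs and heifers, 1 of the 29 DE miRNAs is not in Table 2: bta-miR-30b-5p, with a log2 fold change of -1.14 (adjusted p = 0.225 from limma), which is in the extended list in Supplementary Table S4. Both counts rest on the adjusted p-value limit of 0.25. With an adjusted p-value under 0.05 alone, 11 miRNAs were called between ANCs and heifers and 0 between APCs and heifers (38 with an unadjusted p-value under 0.05).

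A technical explanation for the calls against heifers is an axis of variation shared by all pools, for example in the cells that contributed RNA, which would line up with the groups by chance when a group has 2 pools. It was tested in the pools outside each comparison. The 29 miRNAs called between APCs and heifers, each signed by its direction, had a mean pairwise correlation of 0.383 in their deviations from the group means of the 8 TC and ANC pools, against a 95th percentile of 0.052 in 10000 random sets matched on mean abundance. The 41 miRNAs called between ANCs and heifers had a mean pairwise correlation of 0.155 in the 8 TC and APC pools, against a 95th percentile of 0.034. Both values were above all 10000 random sets, so the calls of both comparisons may in part follow an axis along which pools of other groups also vary. The correlation was lower for the ANC calls, and how much of either set of calls such an axis accounts for was not tested. No biological explanation can be separated from it with these pools.

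Between TCs at weeks 5 and 6 and heifers, 15 miRNAs were called DE. Among the 10 splits of these 6 pools into 3 and 3, 2 gave at least as many, and the other one gave 39, with 61 at an unadjusted p-value under 0.05. It sets replicates 1 and 3 of the TCs and replicate 3 of the heifers against the rest. That split differs in the number of same-numbered pools it parts, 1 pair. Of the 4 splits that part as many same-numbered pairs as the real one, 1, the real split itself, gave at least 15, and the others gave 0, with 4, 1 and 0 miRNAs at an unadjusted p-value under 0.05, while 4 splits cannot give a share under 0.05. With the day of RNA measurement as a covariate the count was 0 (29 with an unadjusted p-value under 0.05), and with the replicate number as a block it was 34. The day is balanced, with 1 pool of each group on the earlier day and 2 on the later, so it left the fold changes as they were.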

How the results depend on the processing

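The cause was not tested for any change below, except where stated. For single named miRNAs, 328 values under settings that kept all pools were set before the data were examined; 276 kept their direction and side of the threshold, and 52 changed (41 weaker, 11 stronger). Of the 41, 25 came from the adjusted p-value under 0.05 alone. Under the settings added later, 11 of 160 values became weaker. Leaving out a pool changed 53 of 138 tested values (49 weaker, 3 stronger, 1 reversed) and moved 10 of 72 values without a test. The reversed value was the log2 fold change of bta-miR-34c between the TC times, which was 0.97 without replicate 2 of weeks 5 and 6 and ranged from -2.47 to 0.97 across the fits that each left out a pool.

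With DESeq2, 6 miRNAs were called for ANCs against APCs (0 up, 6 down), 1 between the TC times, 36 for TCs at weeks 5 and 6 against heifers (23 up, 13 down), 1 for APCs against TCs and 14 for TCs at weeks 9 and 10 against heifers (3 up, 11 down). With edgeR's exact test, 3 were called for ANCs against APCs, 1 between the TC times and 5 for TCs at weeks 9 and 10 against heifers. With total counts in place of TMM, 61 were called for APCs against heifers (14 up, 47 down), 26 for TCs at weeks 5 and 6 against heifers (4 up, 22 down) and 6 for TCs at weeks 9 and 10 against heifers. This scaling moved the median log2 fold change by over 0.1, to 0.40 for ANCs against APCs, -0.54 for APCs against heifers, -0.24 for TCs at weeks 5 and 6 against heifers, -0.28 for APCs against TCs, 0.14 for ANCs against TCs and 0.17 between the TC times, so the excess of downregulated miRNAs under it is relative to a shifted median. With the deposited values without rescaling, 49 were called for APCs against heifers. With at least 10 counts in every library, 1 was called for ANCs against TCs. With all 13 libraries in one fit, 5 were called for TCs at weeks 9 and 10 against heifers. With an adjusted p-value under 0.05 alone, 11 were called for ANCs against heifers, 0 for APCs against heifers and 0 for TCs at weeks 5 and 6 against heifers (38 and 42 with an unadjusted p-value under 0.05). With pseudocount 1, 4 were called for TCs at weeks 5 and 6 against heifers.

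With a replicate block (pools paired by replicate number), 64 were called for ANCs against heifers, 34 for TCs at weeks 5 and 6 against heifers and 3 for TCs at weeks 9 and 10 against heifers. For ANCs against heifers, replicate 3 of the heifers drops out of that contrast. Over all groups, same-numbered pools correlated at 0.137 in their deviations from the group means. With the day of RNA measurement as a covariate, 0 were called for TCs at weeks 5 and 6 against heifers (29 with an unadjusted p-value under 0.05) and 2 for TCs at weeks 9 and 10 against heifers. Across fits that each left out a pool, the count went from 17 to 62 for ANCs against heifers, 3 to 47 for APCs against heifers, 0 to 45 for TCs at weeks 5 and 6 against heifers, 0 to 24 for TCs at weeks 9 and 10 against heifers and 0 to 27 between the TC times, where 27 came without replicate 2 of weeks 5 and 6. For ANCs against APCs, leaving out a pool leaves 1 pool in a group, so no call was made.

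The numbers of miRNAs detected in a single group were small and moved with the detection rule. With at least 1 read in at least 1 replicate, 0 were found in APCs alone. With at least 5 reads in every replicate, 2 were found in TCs, 2 in ANCs, 2 in APCs and 3 in heifers. With 2 replicates in every group, a mean of 0.44 was found in APCs, and with libraries thinned to the smallest, means of 0.62, 1 and 0.86 were found in TCs, ANCs and heifers. With unlisted miRNAs counted as not detected, 5 were found in TCs, 2 in APCs and 18 in heifers, numbers that depend on which list a group has. Leaving out a pool gave 0 to 1 in APCs. Among the profile correlations, the mean of the 3 cow groups as reference gave -0.134 for TCs and APCs, -0.768 for ANCs and APCs and -0.531 for ANCs and TCs; 3 profiles that sum to 0 force negative values on average. Over the 68 miRNAs called against heifers, the correlation was 0.719 for ANCs and APCs and 0.862 for ANCs and TCs, above the 0.834 for TCs and APCs. Leaving out a pool gave 0.409 to 0.658 for ANCs and APCs and 0.5 to 0.843 for TCs and APCs. The depth limits what can be said of miRNAs of a few reads, such as bta-miR-2284v and bta-miR-2285z. The number detected in all 4 groups was 249, and it was 249.67 with 2 replicates in every group and 226.66 with libraries thinned to the smallest. The DE comparisons were not rerun at a lower depth.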

Differences from the paper's values

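Between ANCs and APCs the paper reports 5 DE miRNAs, all 5 downregulated, and 0 were called here (16 with an unadjusted p-value under 0.05). Of the alternatives set before the data were examined, DESeq2 gave 6, all downregulated, which is within 1.5 times the paper's value, and edgeR's exact test gave 3; the others gave 0. For ANCs against TCs the paper reports 4 and 0 were called here (18 with an unadjusted p-value under 0.05); the alternatives gave 0 or 1, and none closed the gap. Between the TC times the paper reports 5 and 0 were called here (13 with an unadjusted p-value under 0.05); DESeq2 and the exact test gave 1 and the fit without replicate 2 of weeks 5 and 6 gave 27, and none closed the gap.

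For APCs the paper reports 18 miRNAs detected in that group alone, and 1 was found here. None of the alternatives set before the data were examined closed the gap, with a highest value of 2. Of the 18, 2 were listed for APCs and 13 for no group, so no alternative could have found most of them. The paper reports 8 for ANCs, 7 for TCs and 4 for heifers, and 0 was found for each. For heifers, at least 5 reads in every replicate gave 3, within 1.5 times the paper's value. The match is in number only. Of the 4 miRNAs the paper names for heifers, bta-miR-383 alone is listed for them. It had 2 reads in replicate 1, so the 3 are other miRNAs. For ANCs and TCs no alternative set before the data were examined closed the gap, and none of the 8 and 7 named miRNAs was listed for its group. With unlisted miRNAs counted as not detected, which was chosen after seeing the values, TCs had 5 against the paper's 7, within 1.5 times the paper's value, and heifers had 18 against the paper's 4, which is not. These are numbers only, and they depend on which list a group has. Of the 7 miRNAs that the paper names for TCs, 0 are listed for TCs, so the 5 are other miRNAs.

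For bta-miR-2285z, the paper's log2 fold change between ANCs and APCs is -6.08 and the value here is -2.85, on the log2(CPM + 5) scale. Both ANC pools had 0 reads, so the pseudocount of 5 CPM limits the size of the value here. The 2 sizes therefore cannot be compared, although the sign is the same. None of the alternatives set before the data were examined closed the gap. This value was the 1 of 28 log2 fold changes set beside the paper's that differed by more than the replicate SD. All 28 had the same sign. The paper reports averages of 12 M and of 6.7 M reads per sample, and the mean here is 0.307 M; the paper's numbers count sequenced reads and the value here counts reads on the listed miRNAs.

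The paper states that bta-miR-34c and bta-miR-449a were upregulated and bta-miR-451 and bta-miR-592 downregulated at weeks 9 and 10. Here the log2 fold changes of weeks 9 and 10 against weeks 5 and 6 were -1.24, -2.08, 2.11 and 1.69, each in the opposite direction. Without replicate 2 of weeks 5 and 6, the log2 fold change of bta-miR-34c was 0.97, the direction the paper states. The paper counts bta-miR-92b among the miRNAs that differ in APCs, and here it was not called in APCs against heifers (adjusted p = 0.324 from limma), although edgeR's exact test and the replicate block called it. The replicate block leaves replicate 3 of the heifers out of the contrast. Of the 38 miRNAs of Table 2, 7 were not listed for both groups and could not be tested. The other 31 were tested, all had the direction of the table, and 28 were called. Besides bta-miR-92b, those not called were bta-miR-449a (adjusted p = 0.391 from limma) and bta-miR-335 (adjusted p = 0.501). The paper states that a large part of the DE miRNAs of TCs was induced, and here 6 of 15 were upregulated. Of the alternatives set before the data were examined, those with more miRNAs upregulated than downregulated were DESeq2 (23 and 13), the replicate block (19 and 15), at least 10 counts in every library (10 and 9) and the fits without replicate 2 of the TCs (32 and 13) and without replicate 3 of the heifers (17 and 11); the other alternatives that called any miRNA did not have more upregulated.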

Other observations

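The tests on the direction of the TC times, on epithelial RNA in the same pool, on a gonadotropin response and on other splits of the pools were chosen after the values had been seen; the others were chosen before. The lists of marker miRNAs for cell types had been written before any of the tests. Permutation p-values of correlations are one-sided, for an r or rho as high.

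The number of miRNAs detected in APCs alone was 1. It was asked whether that number depends on the number of replicates or on the depth, since ANCs and APCs have 2 pools and the others 3. With 2 replicates drawn for every group a mean of 0.44 miRNAs was found in APCs alone, and with every library thinned to the smallest a mean of 1.03. With so few miRNAs neither explanation can be told apart from the other or from no effect. Counting unlisted miRNAs as not detected and thinning all libraries gave means of 3.8 in TCs, 1.28 in ANCs, 3.12 in APCs and 14.44 in heifers. These means cannot rank the groups, because ANCs and APCs share the same list of 273 miRNAs and heifers have another of 296. An unlisted miRNA need not be absent. Table 1 gives bta-miR-193b a read count in ANCs, for which it is not listed.

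bta-miR-451 and bta-miR-486, which are abundant in erythrocytes, deviated together from their group means across the 13 pools (Pearson's r 0.961, Spearman's rho 0.934). The permutation p-value was 0.0012 for both, the smallest that the 864 within-group arrangements can give, with a Benjamini-Hochberg adjusted value of 0.0036 over the 3 relations computed in this family. Without the 2 pools farthest from the median r was 0.948, and within the 5 pools of the earlier day of RNA measurement it was 0.988 and within the 7 of the later day 0.945. A candidate explanation for the lower level of both miRNAs in ANCs is erythrocyte RNA that differs between pools. The paper states that follicular fluid with blood contamination was left out, and from its RNA quality profiles it infers that cellular RNA was absent. Neither point was tested here. A difference between ANCs and APCs that is caused by the energy status and acts on both miRNAs is not excluded.

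The 6 leukocyte miRNAs had a mean pairwise correlation of 0.621 in their deviations, above 99.98% of 10000 random sets matched on abundance, and the 8 epithelial miRNAs had 0.835, above all of them. Among pairs whose precursors are not within 50000 bases of each other the mean was 0.609 (14 pairs) and 0.819 (23 pairs). The lowest of these pairs had 0.063 and 0.513. On average the correlation was therefore also present between miRNAs with precursors apart, but not in every leukocyte pair. The epithelial set has members of near-identical sequence, such as bta-miR-200b and bta-miR-200c, whose reads could be shared. In ANCs against heifers the 5 tested leukocyte miRNAs were all lower and called (mean log2 fold change -2.32), and so were the 2 erythrocyte miRNAs (-3.16); the 8 epithelial miRNAs were all lower and 6 were called (-1.40). Of the 27 miRNAs called lower in ANCs, 13 belong to these 3 sets. All of these miRNAs were also lower with total counts in place of TMM (means -2.38, -3.24 and -1.47, with a median of all miRNAs of -0.08) and with the deposited values without rescaling (means -2.55, -3.33 and -1.64, with a median of -0.25). The 5 leukocyte miRNAs were also all lower than in heifers in APCs and in TCs at both times, under each of the 3 scalings. With TMM, the mean was -0.85 in APCs (0 called and 1 with an unadjusted p-value under 0.05). It was -1.11 in TCs at weeks 5 and 6 (2 called). In TCs at weeks 9 and 10 it was -1.30 (0 called and 3 with an unadjusted p-value under 0.05). With total counts, 5, 4 and 1 were called in the same order, with a median of all miRNAs of -0.54 in APCs. With the deposited values, 2, 3 and 0 were called. All of these comparisons share the same 3 heifer pools. The 8 epithelial miRNAs were all lower in TCs at weeks 9 and 10 (-0.96) under each scaling, and 5 of 8 were lower in APCs (-0.42) and in TCs at weeks 5 and 6 (-0.53), where total counts gave 8 and 6. The 2 erythrocyte miRNAs were higher than in heifers in APCs (0.95) and in TCs at weeks 9 and 10 (0.78) and lower in TCs at weeks 5 and 6 (-0.99), under each scaling. In ANCs all 5 leukocyte miRNAs were also lower than in APCs and in TCs at weeks 5 and 6 (means -1.35 and -1.23), with 0 called and 2 at an unadjusted p-value under 0.05 in each comparison. RNA from blood cells and epithelium that differs between pools may account for part of the lower abundance in ANCs. Correlation within a set cannot tell which cells the RNA came from, and the paper infers that cellular RNA was absent. bta-miR-21-5p, which is not in the epithelial set, followed that set at r 0.964. It was not tested whether the share of such cells itself follows the energy status.

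In TCs at weeks 5 and 6, replicate 2 held 98.1% of the group's summed bta-miR-34c, 92.4% of bta-miR-449a and 97.2% of bta-miR-34b, which are enriched in ciliated epithelium. It held 97.1% of the sum of bta-miR-34c and bta-miR-449a. Replicate 2 of the APCs held 94.3% of its group's sum and replicate 3 of the heifers 87.5%. In TCs at weeks 9 and 10 and in ANCs, the highest pool held 55.5% and 57.0%. Over the 13 pools bta-miR-34c and bta-miR-449a deviated together (r 0.85, permutation p = 0.0208, and rho 0.801, p = 0.0139), with r 0.711 without the 2 farthest pools, 0.402 within the 5 pools of the earlier RNA day and 0.881 within the 7 of the later day. A candidate explanation for the high level of these miRNAs in single pools is RNA from ciliated epithelium in those pools. Here too, correlation cannot tell which cells the RNA came from. The mean deviation of these 2 miRNAs correlated with that of the epithelial set at 0.724 (permutation p = 0.0336, rho 0.676 with p = 0.0428), and r was 0.752 without the 2 farthest pools. Its adjusted p-value was 0.0504 over the 3 relations and fails a limit of 0.05. The relation of bta-miR-34c and bta-miR-449a was computed apart from these 3, and adjusting over all 4 relations, a choice made after seeing the values, gives 0.0448 here and 0.0416 for that relation. Whether the relation with the epithelial set passes therefore depends on which relations are counted together. Within the 5 pools of the earlier RNA day r was -0.011, and within the 7 of the later day 0.721, so the relation does not hold within the earlier day.

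bta-miR-132 was also high in single pools: replicate 1 of the APCs held 98.3% of its group's sum, replicate 1 of the TCs at weeks 9 and 10 92.6%, replicate 3 of the heifers 84.5% and replicate 3 of the TCs at weeks 5 and 6 71.4%. A response of the follicles to gonadotropin was tested against bta-miR-21-5p, which was taken to rise with it. Their deviations correlated at -0.591 (permutation p = 0.9167, adjusted 0.9167, rho -0.648 with p = 0.9676, -0.39 without the 2 farthest pools; -0.915 and -0.254 within the RNA days). bta-miR-21-5p, the only partner of its set listed for all groups, in turn followed the epithelial set (r 0.964, rho 0.951, permutation p = 0.0012 for both, the smallest possible; 0.965 without the 2 farthest pools; 0.936 and 0.949 within the RNA days), a relation computed afterwards and outside the adjusted family. The negative correlation can therefore not speak for or against a gonadotropin response.

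For the miRNAs of the TC times, all 4 tested directions were opposite to the paper's text. Had the contrast been written in the opposite order, 4 of 4 would be opposite, but the count does not tell this from other reasons. The high pool at weeks 5 and 6, replicate 2, turned the direction of bta-miR-34c and of none of the other 3: without it the log2 fold changes were 0.97 for bta-miR-34c, -0.56 for bta-miR-449a, 1.97 for bta-miR-451 and 1.73 for bta-miR-592, and the last 2 were then called DE. Among the 10 splits of the 6 TC pools into 3 and 3, the real split called 0 miRNAs, with 13 at an unadjusted p-value under 0.05, and the highest other split called 30, with 42. The split with 30 calls is among the 4 that part as many same-numbered pairs as the real one. These 4, with the real one first, called 0, 0, 30 and 0. They had 13, 4, 42 and 4 miRNAs at an unadjusted p-value under 0.05. All 4 gave at least 0 calls, which any split does. For TCs at weeks 9 and 10 against heifers the real split called 0 (23 at an unadjusted p-value under 0.05), and the highest other split called 14, with 41. The 3 other splits that part as many same-numbered pairs called 1, 0 and 0, with 9, 14 and 8 at an unadjusted p-value under 0.05, so all 4 again gave at least 0 calls, which shows nothing. The files of the groups were scaled differently: between supplementary tables and deposited values the median ratio was 1.192 for ANCs, 1.104 for APCs and 0.871 for heifers.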
